# Comparative RNA-seq Analysis in the Unsequenced Axolotl: The Oncogene Burst Highlights Early Gene Expression in the Blastema

**DOI:** 10.1371/journal.pcbi.1002936

**Published:** 2013-03-07

**Authors:** Ron Stewart, Cynthia Alexander Rascón, Shulan Tian, Jeff Nie, Chris Barry, Li-Fang Chu, Hamisha Ardalani, Ryan J. Wagner, Mitchell D. Probasco, Jennifer M. Bolin, Ning Leng, Srikumar Sengupta, Michael Volkmer, Bianca Habermann, Elly M. Tanaka, James A. Thomson, Colin N. Dewey

## Abstract

The salamander has the remarkable ability to regenerate its limb after amputation. Cells at the site of amputation form a blastema and then proliferate and differentiate to regrow the limb. To better understand this process, we performed deep RNA sequencing of the blastema over a time course in the axolotl, a species whose genome has not been sequenced. Using a novel comparative approach to analyzing RNA-seq data, we characterized the transcriptional dynamics of the regenerating axolotl limb with respect to the human gene set. This approach involved de novo assembly of axolotl transcripts, RNA-seq transcript quantification without a reference genome, and transformation of abundances from axolotl contigs to human genes. We found a prominent burst in oncogene expression during the first day and blastemal/limb bud genes peaking at 7 to 14 days. In addition, we found that limb patterning genes, SALL genes, and genes involved in angiogenesis, wound healing, defense/immunity, and bone development are enriched during blastema formation and development. Finally, we identified a category of genes with no prior literature support for limb regeneration that are candidates for further evaluation based on their expression pattern during the regenerative process.

## Author Summary

Salamanders such as the axolotl can fully regenerate a limb upon amputation, making them the vertebrate champions of regeneration. On the other hand, humans and other mammals possess a very limited ability to regenerate limb structures. Learning about the genes, gene networks, and pathways activated in the salamander during limb regeneration will provide cues to improving the regenerative response in mammals. Elucidating these genes, networks, and pathways is difficult, however, because the axolotl does not yet have its genome sequenced and because it has diverged evolutionarily from species with a sequenced genome. Here, we produce a set of gene transcripts via RNA sequencing (RNA-seq) for the axolotl and provide information on the nature of the genes activated during regeneration. To determine the identity of these axolotl genes, we use comparative transcriptomics techniques to match the axolotl transcript data to that of the well-annotated human gene set. Supporting previous studies, we find upregulation of many genes previously found to be involved in limb development and regeneration. In addition, we find a burst of cancer-related genes during the first phase of regeneration and identify a set of genes previously not associated with the regeneration process.

## Introduction

The salamander's capability to regenerate various body parts, including limbs, has been the focus of study for almost 200 years [1]. Regeneration of the limb of the axolotl (*Ambystoma mexicanum*), in particular, has been widely studied, both in classical studies, and more recently in studies using modern molecular tools [2]–[10].

Recent publications have incorporated microarray, sequencing, and mass spectrometric technology into the study of limb regeneration. For example, a study focusing on the nerve dependence of limb generation utilized microarrays and 454 sequencing to identify genes expressed in the blastema with and without the presence of nerves [3]. A more recent study utilized a microarray with 20,000 probe sets to identify genes expressed during the regenerative process [11]. However, there are limitations to this approach, as microarrays can only identify the expression of genes for which probes are designed, and the shallow depth of 454 sequencing in the first study limits the ability to detect low abundance transcripts. Another study in *Xenopus* identified several genes likely to be important to hind limb regeneration [12], and a proteomic analysis of the blastema has also been published [2]. More recently, a study employed microarrays to identify a list of genes specific to the regenerating epithelium [13]. In addition to the above axolotl studies, Expressed Sequence Tag (EST) and other sequencing efforts have made inroads in defining the transcriptome of the newt [14]–[16].

In our study, we examine the axolotl transcriptome using RNA-seq technology, which can provide accurate expression level estimates for genes across a wide range of abundances [17]. To the best of our knowledge, a deep sequencing of the developing axolotl blastema using RNA-seq has not yet been reported. Despite its advantages, RNA-seq data analysis for the axolotl is challenging as the species' genome has not yet been sequenced, probably due to its size (∼30 GB) [18], and its transcriptome is largely uncharacterized. To address these challenges, we have developed a novel computational approach to the analysis of axolotl RNA-seq data that allows for characterization of axolotl transcriptional dynamics in terms of the human gene set. Our approach uses statistical tools for transcript quantification when no reference genome is available [19] and comparative transcriptomic analysis with the human transcript set.

Given the critical role played by the blastema in the regenerative process [20], we used RNA-seq and our novel comparative analysis approach to uncover the sets of genes regulated in the blastema over the first 28 days after amputation. We established a website that contains all of the RNA-seq read and assembly information from this work and other relevant “omic” information on the axolotl (www.axolomics.org). This paper provides information on genes and gene products likely important for the maintenance, growth and proliferation of stem cells, and for the regulation of growth and tumor formation. It supplies critical resources for a deeper understanding of the blastema's contribution to limb regeneration and lays the groundwork for important advances in the field of regenerative biology.

## Results

### Sequencing of blastemal RNA

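The RNA-seq series holds 12 axolotl libraries, 1 per time point, each made from tissue of 3 animals that was pooled, so no time point has replicates and the spread between animals is not known. Values are TPM (transcript abundances scaled to the same sum in every library) for human genes, which the authors obtained by assigning reads to axolotl contigs with RSEM and summing contigs by their best human match. Genes are given by human symbol and Entrez number, and no genome position applies because reads were assigned to contigs. For the early time points, the methods state that some tissue was taken proximal to the amputation plane. Over 56 genes of skeletal muscle, the median log2 ratio to the 0 h library was 0.48 at 3 h, -0.83 at 1 d and -3.93 at 14 d, so the tissue sampled differed in its muscle transcripts along the time course. Ratios were computed as log2 of TPM + 1 over TPM + 1 in the 0 h library, and a gene was counted as higher or lower where its ratio was at least 2 or at most -2, without a test. For tests, the libraries were grouped by time, with 4 libraries for the first day (3 h to 1 d), 5 for days 3 to 14, 2 for days 21 to 28 and the 0 h library as a group of its own, where the paper counts 0 h to the first day when it compares that day with all later times. The separate pools of a phase served as its replicates, so their spread includes the trend within that phase, and the paper drew its phases from these same samples. Limma with trend was fitted to log2(TPM + 1) of the 9721 genes with a mean TPM of at least 1, and p values were adjusted by the method of Benjamini and Hochberg. Gene lists and comparisons were fixed before the data were examined, except where a choice is said to have been made later.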

We amputated juvenile (4.5–10 cm) axolotl right forelimbs at the mid-stylopod level and harvested tissue at 0 hours, 3 hours, 6 hours, 12 hours, 1 day, 3 days, 5 days, 7 days, 10 days, 14 days, 21 days, and 28 days (Figure 1). We focused on forelimbs because gene expression patterns can differ between forelimb and hindlimb during regeneration [21] and used only right limbs because left-right expression asymmetries may also exist. Tissue from three animals at each time point were pooled to reduce the impact of individual variation. We then prepared mRNA and performed sequencing using the Illumina GAII platform (see Materials and Methods).

**Figure 1:**
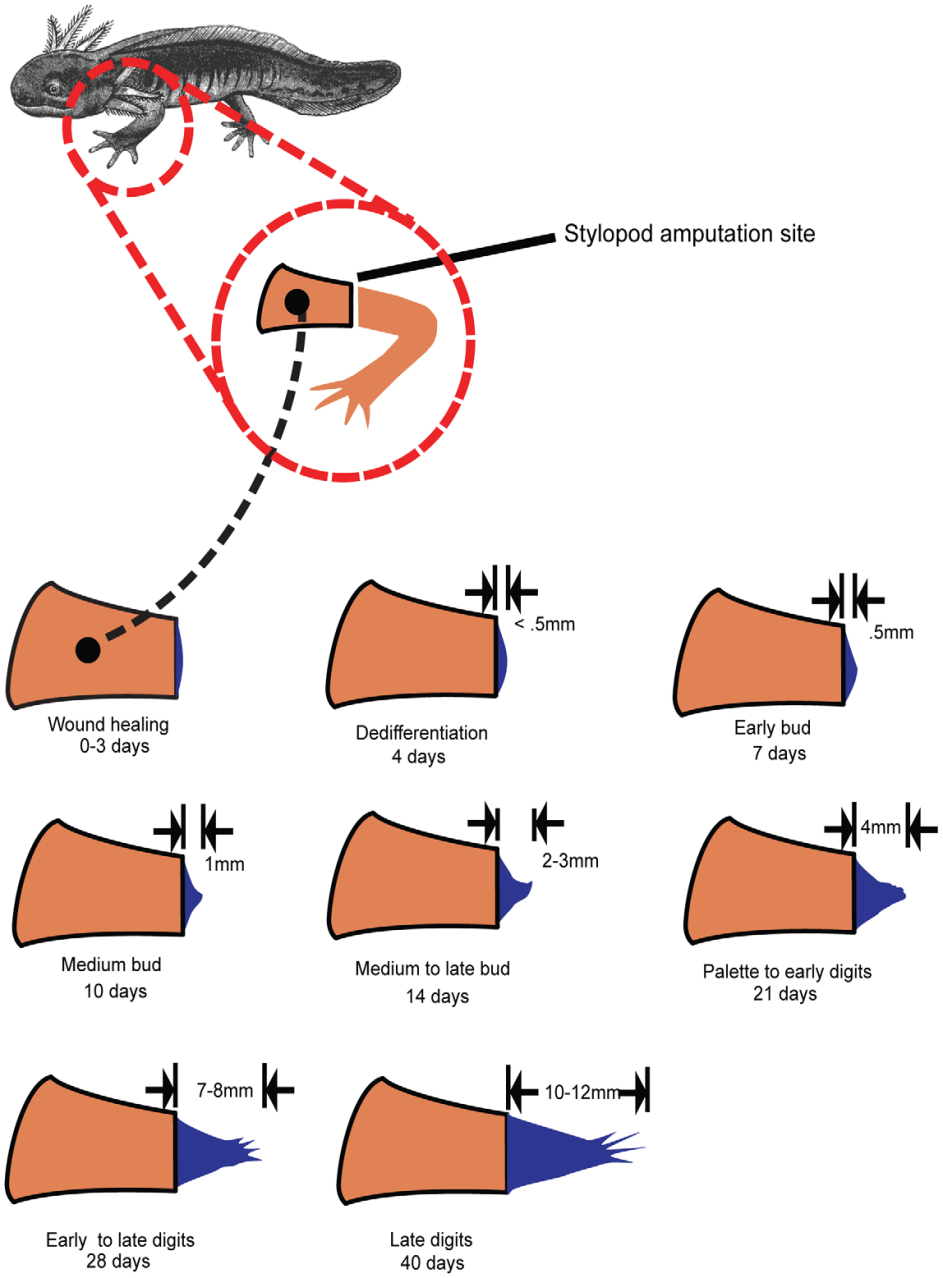
Diagram of the blastemal time course experiment. RNA was harvested from tissue samples and subjected to deep sequencing on the Illumina GA II platform (see also Figure S1).

### Quantification of transcript abundances with respect to the human gene set

Full details of our comparative RNA-seq analysis approach are provided in Materials and Methods. Briefly, RNA-seq reads were first mapped to an axolotl mRNA contig set containing 113,925 contigs. These contigs were then matched to human transcripts to allow for differential expression and functional analyses using the human gene set.

Read counts and measures of Transcripts Per Million (TPM) were calculated for each human gene matched by at least one contig [22]. The numbers of reads sequenced and mapped to axolotl contigs and human genes for each sample are provided in Table S1. 

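The deposited values are TPM without read counts, so the reads behind them were recovered from the steps between low values. Each low TPM value is close to a whole number of reads divided by the effective length of the contigs and a factor shared by the library. Among genes matched by 1 contig longer than 300 bases, 90.6% to 94.2% of the values between 0.5 and 8.5 reads lay within 0.05 of a whole number, depending on the library. Among genes matched by several contigs the share was 88.9% to 92.2%. The recovered totals ran from 2449180 reads at 10 d to 9188376 at 1 d, with a median of 8275013 over the 12 libraries. The library with the fewest reads is the 10 d library in Table S1 also, where the paper gives 2174722 reads mapped to human genes. Recovered totals were 1.08 to 1.38 times the numbers of reads mapped to human genes in Table S1, with a median of 1.21. The highest, 1.38, was that of the 0 h library, the reference for the other libraries, and the reason for the excess is not known. The recovered totals stand for depth and were used for an exact test between libraries, which was added after the files were seen. The first-day libraries held 8385868 to 9188376 recovered reads and those of days 3 to 14 held 2449180 to 8911693.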

The validity of this approach can be seen through analogy with standard methods for gene-level RNA-seq analyses, which typically sum the counts of reads mapping to each exon or isoform of a gene to arrive at a gene-level count. In our case, the axolotl contigs are simply treated as “isoforms” of the human genes to which they are matched.

Other quality axolotl transcriptome assemblies exist. A recent study producing axolotl ESTs resulted in 15,384 contigs, but these contigs are derived from brain sampling and thus may not give a good representation of genes active in limb regeneration [23]. Sal-Site (www.ambystoma.org) also provides a web-searchable assembly of 17,000 contigs that map to human genes. We chose to use our assembly because many of the tissues used to construct the assembly are derived from the limb or blastema.

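The 0 h library had the fewest genes with a TPM above 1, 8353, and the 5 d library the most, 9882. Over the 12 libraries the mean was 9282 genes (SD 500.1), and a mean of 10282 genes (SD 368) had a TPM above 0. Genes of the cytosolic ribosome took 32.9% of all transcripts at 0 h, 34.3% at 3 h, 25.7% at 1 d and 22.0% at 10 d. The 100 most abundant genes took 50.4% of the transcripts at 0 h, 39.3% at 1 d, 37.2% at 10 d, 42.8% at 21 d and 42.2% at 28 d. With a TPM above 0.5 the mean was 9934 genes and with a TPM above 2 it was 8312.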

Our samples have, on average, 10,242 human genes with at least one read associated with them and, on average, samples have 9,285 human genes with a TPM>1 (Figure S1). 

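Each axolotl file lists 11928 human gene entries, of which 11924 name a gene and 4 do not. Of the named genes, 11567 had a TPM above 0 in at least 1 of the 12 libraries. Listed with a TPM of 0 in every library was POU5F1, which encodes the pluripotency factor OCT4, while AREG (Entrez 374), an epidermal growth factor receptor ligand, reached 7010 TPM at 6 h.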

Analyzing all samples, we identified 11,927 genes with reads (47% of the 25,484 protein-coding gene symbols in the human gene set). Given that approximately 60–70% of genes in the genome are expected to be expressed in any particular cell type, the 47% detected in the present study likely represents a substantial percentage of the genes actually expressed in the axolotl blastema [24].

We further characterized the completeness of our axolotl transcriptome through an analysis of the high-quality RNA-seq reads without an alignment to an axolotl contig. A fraction of these unalignable reads are true axolotl sequences that could not be mapped due to an incomplete assembly while the remainder of these reads are probably RNA-seq artifacts, such as adapter sequences. To estimate these fractions we ran BLASTX on both high-quality alignable (AL) and unalignable (UN) RNA-seq reads against the human protein set. We found that 17% of AL reads had a significant BLASTX hit, while only 4% of UN reads had such a hit. We thus estimate that the fraction of unalignable reads that are truly from axolotl is 23% = 4%/17%. Given that 49% of all reads were unalignable, we estimate that 11% = 49%×23% of all reads were from axolotl but were unalignable either due to an incomplete assembly or sequencing error. Examining the sets of human proteins hit by the AL and UN reads, we found that 73% of the human proteins hit by either the AL or UN reads are hit by the AL reads. Thus we estimate that our axolotl assembly represents 73% of the transcriptome of our sampled tissues. A key assumption used by these analyses is that the transcripts in our axolotl assembly are not biased with respect to their sequence similarity to the human protein set. Although this assumption is not likely to be true across the board, we have no reason to believe that our assembly would be heavily biased in this respect. For additional details on the logic behind these calculations, see Materials and Methods.

Our approach is dependent on comparative techniques between axolotl and human transcriptomes, and thus it excludes salamander clade-specific genes. To address this, we mapped contigs to salamander genes available in NCBI (as of 5-23-2011), and recovered 677 salamander genes through this analysis. 614 of these 677 genes have reads associated with them. However, 88% of the contigs that mapped to a salamander gene were also mapped to a human gene. We also identify ∼80,000 contigs with BLAST e values > = 10^−5^ (to both salamander and human gene sets), which are generally shorter (median length = 480) than contigs with significant BLAST hits (median length = 602). While these contigs lack ties to human and salamander annotations, the expression patterns of many of them indicate that they likely are involved in the regenerative response. (Contig expression data is available on www.axolomics.org.)

### Data quality

We performed differential expression (DE) analysis through the time course comparing each time point after the zero hour control to the zero hour control using EdgeR (see Materials and Methods for details) [25]. For all downstream analyses, we consider only those genes with a false discovery rate (FDR)<0.05. To assess RNA-seq data quality, we chose 19 genes from the DE set, and performed real-time quantitative PCR (qPCR) on biological replicates in triplicate (and triplicate technical qPCR replicates) as an orthogonal analysis. 

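CDH6, which encodes a cadherin, moved alike in both measurements: its RNA-seq and qPCR log2 ratios gave r = 0.957 (rho = 0.903) over 10 pairs of time points, with a permutation p = 0.00014 and an adjusted p = 0.00139. HOXD10, a homeobox gene of the distal limb, gave r = 0.940 (rho = 0.915), and MECOM, a zinc finger transcription factor, gave r = 0.918 (rho = 0.891), with adjusted p = 0.00139 and 0.00157 from permutation. The immediate early gene EGR1 gave r = 0.697 (rho = 0.406) with an adjusted p = 0.0239 from permutation, and FOS passed by r with an adjusted p = 0.0126 from permutation, its rho being 0.382. Both rest on the pairs farthest from the median, without 2 of which r was -0.11 for FOS and -0.05 for EGR1. JUND (r = 0.0388), KLF4 (r = 0.409), HIF3A (r = 0.502) and NR4A2 (r = 0.534), transcription factors of the early response, did not pass the test, with adjusted p from permutation of 0.919, 0.262, 0.154 and 0.138. The relation was tested in 19 genes, with 100000 permutations for each, and passed in 15 genes by r and in 11 by rho. Over the 19 genes r had a mean of 0.741 (SE 0.0523 over genes) and rho a mean of 0.668. Without the 2 farthest pairs of each gene the mean r was 0.462, and r was above 0 in 14 genes. The pairs follow the shifted pairing in the methods of the paper, in which RNA-seq time points from 3 d are set beside the next later qPCR time point, and neighbouring time points are not independent of each other.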

We found that the expression pattern (relative to the zero hour control) matches closely in all 19 genes (average Pearson coefficient for all 19 genes = 0.741) (see Figure 2, Figure S2 and Table S2). Four of these genes are shown in Figure 2. These data indicate that our RNA-seq data accurately represent expression. The log2 ratios relative to the zero hour control for all 19 genes for both the RNA-seq data and qPCR data is shown in Table S2.

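MECOM reached its highest RNA-seq level at 10 d, 473 TPM against 9.72 TPM at 0 h, and its highest qPCR ratio at 21 d. ATF3, a stress-induced transcription factor, peaked at 3 h in both measurements. The qPCR peak came later than the RNA-seq peak in 9 of the 19 genes and at the same time in 7, where both series are read at their own times. All 209 RNA-seq log2 ratios printed in Table S2 lay within 0.01 of the ratios computed from the files with 1 added to each TPM.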

**Figure 2:**
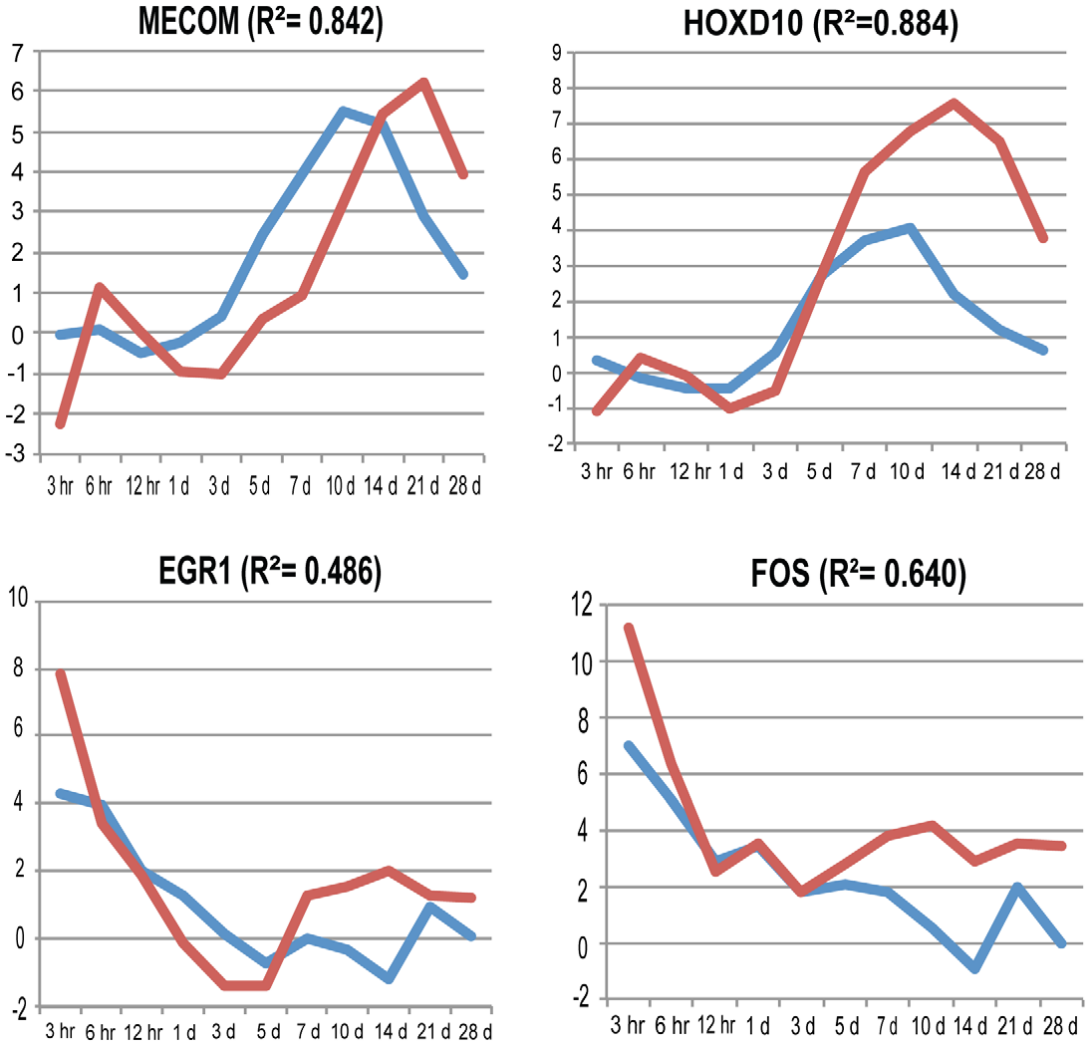
Expression patterns of RNA-seq and qPCR along the time course. Plots of the log_2_ ratios of TPMs (transcripts per million) of each time point relative to the time zero control for RNA-seq data (blue), and the log_2_ ratios of the qPCR expression measure (red) relative to the zero hour control. The R^2^ Pearson correlation across the time course is shown for each gene as well. The expression patterns are similar between the RNA-seq and qPCR data (average Pearson correlation for the four genes shown = 0.839, average Pearson correlation for all 19 genes = 0.741). See Figure S2 for the 15 additional genes not shown in Figure 2, and Table S2 for all Log_2_ ratios of RNA-seq and qPCR data. See Materials and Methods for an explanation of determining the ratios and for the Pearson calculation.

### Comparison of the comparative RNA-seq approach to a simpler contig-level approach

Our comparative approach to DE analysis of RNA-seq data may be contrasted with a simpler approach that performs the analysis directly at the level of individual contigs. In this contig-level approach, read counts are estimated for individual contigs in each sample and used to predict contigs that are DE (see Materials and Methods). Contigs predicted to be DE may then be functionally analyzed through annotations obtained by BLAST hits to a well-characterized gene set, such as that of the human.

We implemented the contig-level DE approach and found that it predicted 3,671 contigs as DE at any time point. These 3,671 DE contigs mapped to 1,040 human genes, a significantly smaller set (p<2.2e-16, Fisher's exact test) than the 1,656 genes predicted as DE by the comparative approach. 

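AREG was higher than in the 0 h library throughout the first day, with 44.9 TPM at 0 h, 2792 at 3 h and 2069 at 1 d. KAZALD1 (Entrez 81621), a secreted protein of the insulin-like growth factor binding family, had 5.12 TPM at 0 h, 40.3 at 1 d and 941 at 7 d. The 4-fold rule counted 2787 genes at any time, 2399 of them higher and 413 lower at some time point. It counted 116 genes higher and 47 lower at 3 h, 662 and 36 at 1 d, 1216 and 291 at 10 d, and 479 and 73 at 28 d. The 10 d library, with the highest count, has the fewest reads, and without it the rule counted 2393 genes at any time, 2078 higher and 329 lower. The median log2 ratio over all genes was 0.41 at 1 d and 0.76 at 14 d, and 0.04 and 0.10 after scaling by TMM factors (trimmed mean of M values), so part of the surplus of higher genes follows the scaling. With TMM factors the rule counted 2056 genes, 1315 higher and 764 lower, and at 10 d 445 higher and 501 lower. A negative binomial exact test on the recovered reads, added after the files were seen, compares single libraries, scaled by TMM factors, with a fixed dispersion of 0.05, the value the paper states for genes. At an adjusted p below 0.05 it called 1743 genes at any time, 1002 higher and 781 lower, of which 1216 were also counted by the fold rule. By this test more genes were higher than lower up to 3 d, with 485 and 207 at 1 d, and more were lower from 5 d on, with 252 higher and 288 lower at 5 d, 209 and 495 at 10 d and 143 and 165 at 28 d. This split follows the scaling, since with library totals only the same test called 3654 genes, 3275 higher and 425 lower, with 1440 higher and 124 lower at 5 d, 1261 and 254 at 10 d and 618 and 98 at 28 d. At a dispersion of 0.11, the value the paper states for contigs, it called 607 genes.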

The smaller number of DE genes predicted by the contig-level approach is probably due to the fact that read counts had a significantly higher variance (p<0.002, Wilcoxon signed rank test) at the contig-level (median edgeR common dispersion = 0.11) than at the human gene level (median edgeR common dispersion = 0.05). Read count estimates have higher variance at the contig level because contigs are typically shorter than full-length transcripts and often have high sequence similarity to other contigs that may represent alternative isoforms of the same gene. Thus, the comparative approach gains more statistical power for DE tests through its use of less variable counts at the human gene level.

Of the 19 genes validated by qPCR that were called DE by the comparative gene-level approach, only 13 were called as DE by the contig-level method, and of the 19 contigs used for qPCR primer design, only 10 were called as DE. Given that the qPCR data support that these 19 genes and contigs were all DE across the time course, these results indicate that the comparative approach has superior statistical power. Examining the two DE gene sets, 709 genes are called as DE by both approaches. Of the 331 DE genes uniquely called by the contig-level method, two were identified as limb development genes (based on the 101 limb genes in Figure S3), whereas the 947 DE genes uniquely called by the comparative method included 19 of these 101 limb development genes. This result also indicates that the comparative approach had more power on our data, although the difference between the numbers of limb development genes uniquely called by the two methods is not statistically significant (p = 0.13, Fisher's exact test).

Interestingly, a large fraction (53%) of the DE contigs did not have significant BLAST hits with the human gene set. These contigs were somewhat shorter (640 bp median length) than DE contigs with a significant BLAST hit (727 bp median length, p<2.2e-16, Wilcoxon rank sum test). More revealingly, through an analysis of the lengths of the longest open reading frames (ORFs) within the DE contigs, we found that the DE contigs without a significant BLAST hit generally had a much smaller fraction of their length contained within their longest ORF (Figure S4). In addition, the distribution of the fractional lengths of the ORFs in shuffled contig sequences was relatively similar to that in the DE contigs without significant BLAST hits. These results suggest that these contigs are largely non-coding and may be derived from non-coding genes or the UTRs of protein-coding genes. Thus, the DE results obtained from our comparative method are likely capturing the vast majority of the protein-coding genes involved in axolotl limb regeneration.

### Patterns of gene expression along the juvenile blastemal time course: early oncogenes, later limb/blastemal genes

We evaluated the entire list of DE genes and a subset of that list containing only transcription factors (TFs). Global DE statistics are available in . (And lists of all significantly differentially expressed genes and the TF list are available at www.axolomics.org.) We performed two-dimensional clustering of all DE TFs along the time course (Figure 3), and found that oncogenes dominate during the first day, while TFs associated with limb development or regeneration, such as HOXD10 and HOXD11, peak at days 10 to 14 (Figure 3). 

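NR4A2 and KLF2, transcription factors of the immediate early response, had their highest levels at 3 h, with 139 TPM against 4.50 TPM at 0 h for NR4A2 and 90.8 against 11.2 for KLF2. GLI3, a transcription factor that transduces hedgehog signals, had its highest level at 14 d, 10.6 TPM against 0.732 TPM at 0 h. LMO1, which encodes a LIM domain protein, peaked at 14 d with 17.8 TPM against 1.26 at 0 h, and CDH6 at 10 d with 25.8 TPM against 1.57. By the exact test between libraries, NR4A2 was higher than at 0 h from 3 h to 12 h and KLF2 at 3 h and 6 h, while CDH6 was higher from 7 d to 14 d, GLI3 at 10 d and 14 d, and LMO1 at 14 d.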

We assessed the confidence of our sample clustering by performing cluster bootstrapping analysis (10,000 iterations) with the R package PVClust. PVClust gives both a bootstrap proportion (BP) measure as well as an approximately unbiased (AU) measure (see Materials and Methods) [26]. This bootstrap analysis provides statistical support for the existence of an early cluster (day 1 and earlier samples) and a later cluster (day 3 and later samples) (Figure 4). 

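The 12 h and 1 d libraries were the closest of the first day, and the 6 h library joined them, while the 3 h library split off from all other libraries. The libraries of 3 d to 28 d formed a cluster in 98.8% of the trees made by resampling genes. The first-day libraries formed a cluster of their own in 22.4% of 1000 trees (95% Clopper-Pearson interval 19.9% to 25.1%, for resampling error only). The trees used the 2787 genes counted by the fold rule, since the list of transcription factors is not used here, with average linkage on the uncentred correlation. With centred correlation both clusters appeared in 94.1% of the trees, with complete linkage in 91.7% and with each gene centred on its mean in 96.8%. Over all genes with a mean TPM of at least 1, both clusters appeared in 0% of the trees. All ratios share the 0 h library, which by itself makes them correlate. The mean uncentred correlation between the ratios of different time points was 0.638, and libraries simulated without any change gave 0.642 when genes were selected by the same rule and 0.509 over the same genes. The mean covariance was 0.886, against 1.09 and 0.279 in the same simulations. The mean correlation was 0.688 within the first day, 0.802 within the later libraries and 0.504 between them. In 50 sets of libraries simulated without any change, 0% of the trees held both clusters. The shared 0 h library alone therefore did not part the first day from the later libraries in the simulations.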

A heat map showing the pairwise Pearson coefficient correlations between each of the time points is shown in Figure S6 (and all of the correlation values can be found in Table 3).

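The mean Pearson correlation across genes was 0.978 among the libraries of 0 h to 12 h, 0.967 among those of 3 d to 21 d, and 0.910 between these sets. Over all 66 pairs of libraries it ran from 0.847 to 0.984 on the TPM scale, with a mean of 0.934 (SD 0.0358 over pairs). On the log2 scale, where the abundant ribosomal genes weigh less, the mean was 0.940 and the range 0.880 to 0.977. These correlations are across genes, which are not independent replicates, so no p is given.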

**Figure 3:**
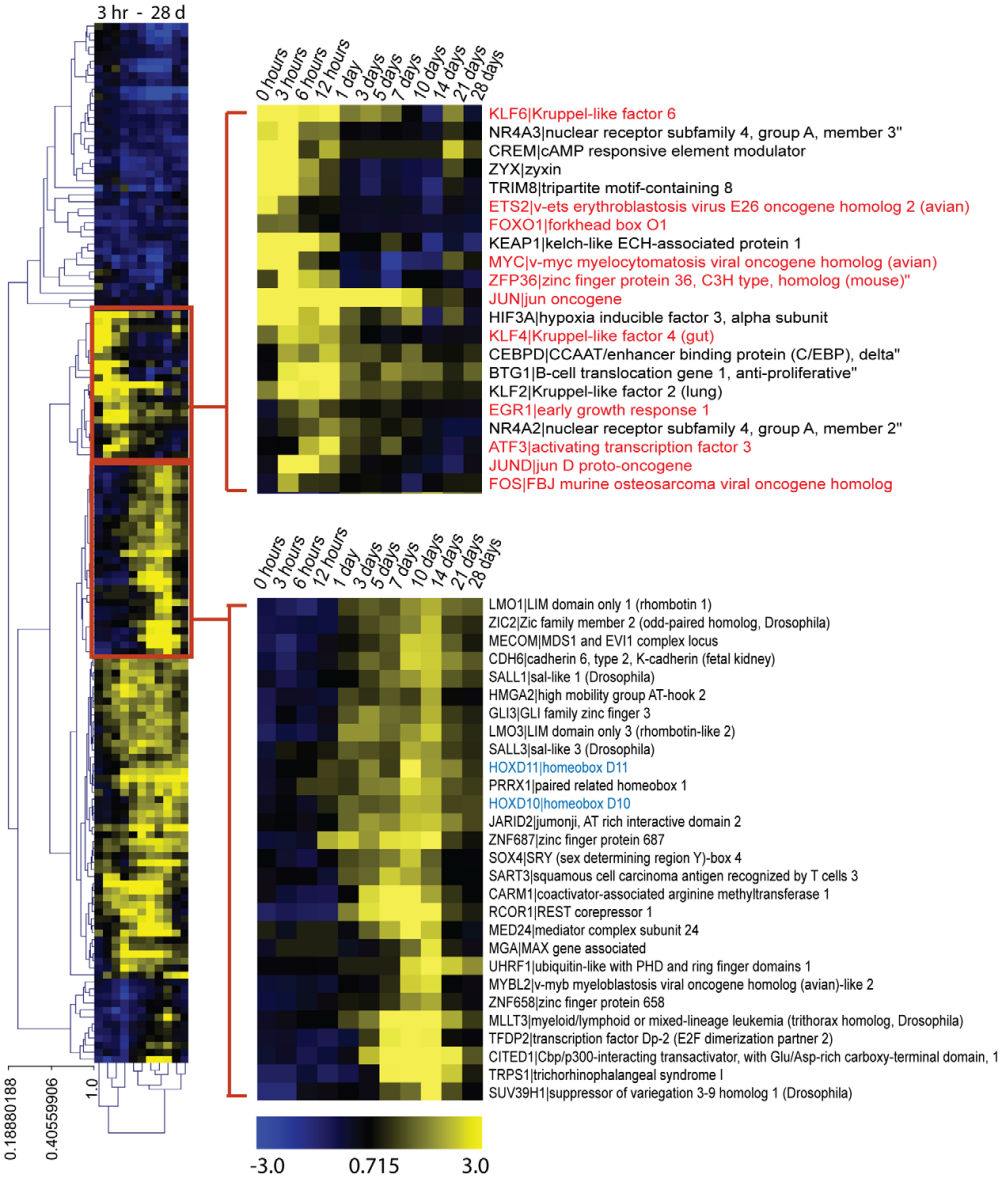
Two-way clustering of all differentially expressed (DE, FDR<0.05) transcription factors (TFs). Differential expression is relative to the zero hour control. Upper right: an early upregulated cluster of TFs dominated by oncogenes (ATF3, KLF4, KLF2, JUN3, EGR1, NR4A2, and FOS are all oncogenes). Oncogenes are highlighted with red text. Lower right: a cluster of TFs upregulated later in the time course including genes involved in limb development such as HOXD10 and HOXD11 (highlighted in blue text). Clustering and viewing was done with Mev 4.8.1 The distance measure used was the Pearson uncentered correlation with average linkage.

**Figure 4:**
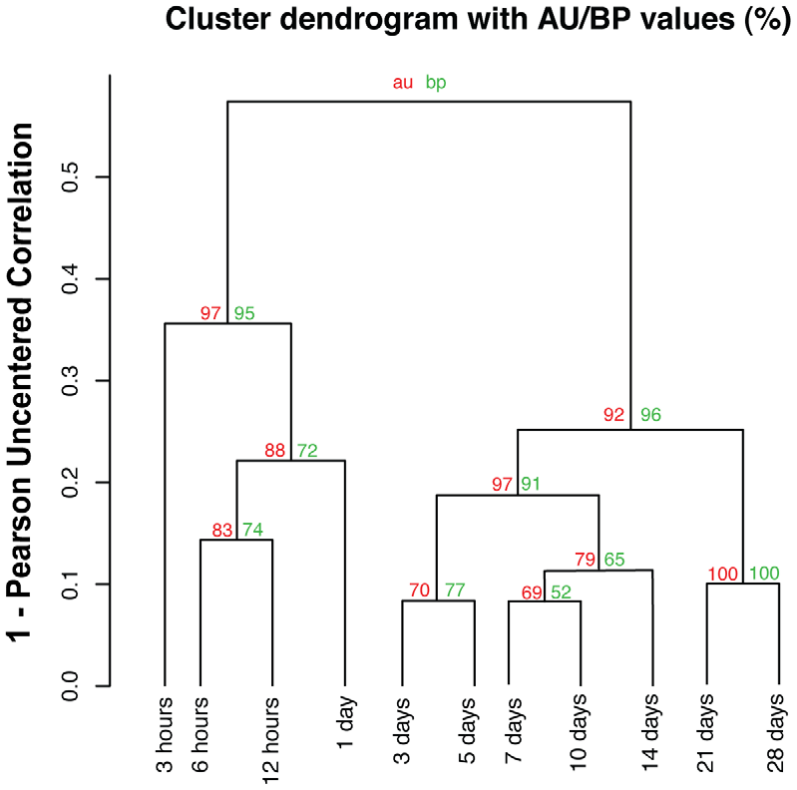
Bootstrapping of the sample clusters from **Figure 3**. To assess the uncertainty in hierarchical cluster analysis over samples, bootstrap resampling (10,000 iterations) was applied via the R package Pvclust [26]. The uncentered Pearson correlation is used as the distance metric with average linkage. The numbers above each edge show the probability of nodes below that edge occurring as a cluster in resampled trees, via ordinary bootstrap resampling (BP, green) or multiscale bootstrap resampling (AU, red). See Materials and Methods for details on bootstrapping.

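FOS (Entrez 2353), a component of the AP-1 transcription factor, rose from 2.60 TPM at 0 h to 457 TPM at 3 h, and its partner JUN (Entrez 3725) from 12.6 to 289 TPM at the same time. EGR1, a zinc finger factor induced within minutes by growth signals, had 16.0 TPM at 0 h and 329 TPM at 3 h, and ATF3 was listed at 0 at 0 h and had 43.8 TPM at 3 h. ZFP36, which promotes the decay of cytokine transcripts, peaked at 6 h with 26.8 TPM against 0.597, JUND at 6 h with 327 TPM against 36.8, and KLF6 at 6 h with 20.6 TPM against 3.33. FOXO1 peaked at 12 h with 18.7 TPM against 0.913, and ETS2 at 1 d with 275 TPM against 24.6. Over these 9 genes with KLF4 and MYC, the median log2 ratio to 0 h was 3.12 at 3 h, 3.27 at 6 h, 2.46 at 12 h and 2.32 at 1 d. The median was 1.43 at 3 d and 0.04 at 14 d. All 11 were at least 4-fold higher at 6 h, and 7 at each other time of the first day. The exact test between libraries called 9 of them higher at 3 h, 10 at 6 h, and 6 at 12 h and at 1 d, and with library totals in place of TMM factors 8, 10, 8 and 7 at these times. These genes were chosen by the paper on the same samples, so their count is not independent evidence of the direction. Of the 11 genes, 9 also belong to a list of 28 measured immediate early genes, which respond to many stimuli. Over 24 myeloid marker genes the median log2 ratio was 0.41 at 3 h and 1.61 at 1 d.

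**Figure D1:**
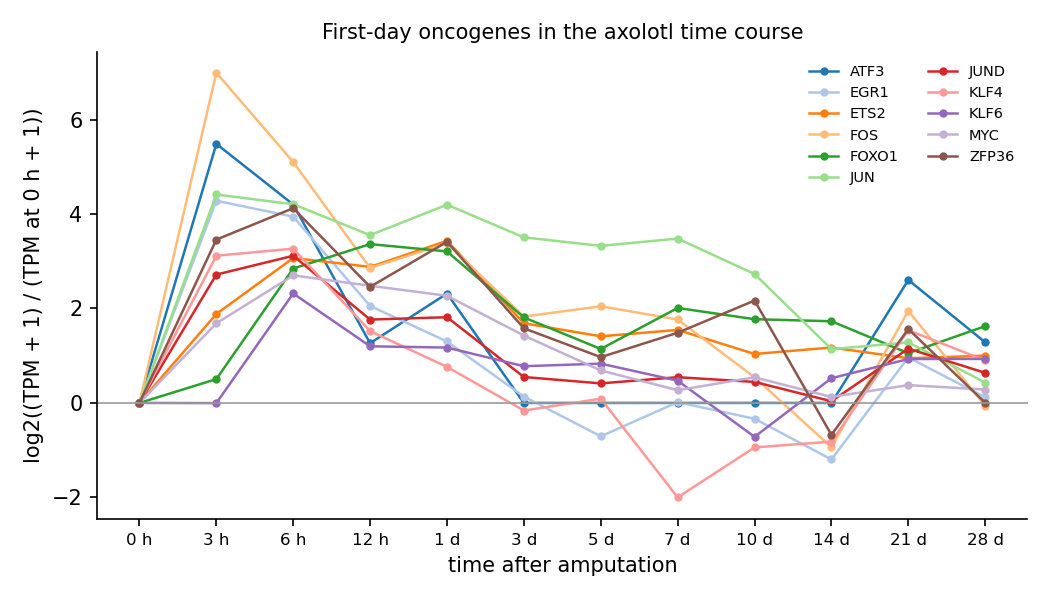
Log2 ratio of TPM + 1 to the 0 h library (vertical axis, log2 scale) against time after amputation for the 11 oncogenes, 1 library of 3 pooled animals per time point. FOS stands highest at 3 h, with a ratio of 6.99.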

The cluster of TFs upregulated during the first day include many known oncogenes (e.g. *ATF3*, *EGR1*, *ETS2*, *FOS*, *FOXO1*, *JUN*, *JUND*, *KLF4*, *KLF6*, *MYC*, *ZFP36*) (Figure 3, upper right cluster) [27], [28]. The observation of a burst of oncogenes early in the formation of the blastema is novel. We evaluated the statistical significance of oncogene upregulation throughout the entire time course by determining the number of upregulated oncogenes (based on the list of oncogenes available from the Memorial Sloan Kettering Cancer Center at http://cbio.mskcc.org/CancerGenes/Select.action) and by performing a Fisher's exact test to measure significance (Figure 5). Note that oncogenes are very significantly enriched in the upregulated DE set (p<10^−5^) during the first day, and continue to show some enrichment (p<0.05) through day 10. 

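The oncogene list of the paper was not used here, and a textbook list of proto-oncogenes, fixed beforehand, stands in its place with 78 measured genes. Of these, 3 were at least 4-fold higher than at 0 h at 3 h, 6 at 6 h, 6 at 12 h and 10 at 1 d. Among 10000 random lists of the same size matched on expression, these numbers lay at percentiles 97.4, 99.5, 99.0 and 99.3. The list shares 5 genes with the first-day oncogenes of the paper, and 11 genes of the full list (percentile 98.7) and 6 without those shared (percentile 66.9) were at least 4-fold higher at some time of the first day. The median log2 ratio of the list was 0.00 at 3 h, 0.32 at 6 h, 0.23 at 12 h and 0.66 at 1 d, at percentiles 74.6, 96.0, 39.8 and 98.4. At 3 d, 5 d, 7 d and 10 d, 7, 10, 9 and 10 of the genes were higher, at percentiles 91.9, 97.3, 94.1 and 78.9 for their number. MYCN (Entrez 4613), a neuroblastoma oncogene of the MYC family, had 28.1 TPM at 0 h, 5.64 at 6 h and 268 at 10 d. Genes are not independent replicates, so percentiles are given in place of a p.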

Later in the time course, oncogenes are not significantly enriched in the upregulated DE gene sets. 

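At 14 d, 8 of the 78 proto-oncogenes were at least 4-fold higher than at 0 h, at percentile 78.5 of the random lists, and 3 were higher at 21 d and 2 at 28 d, at percentiles 57.0 and 28.3. The median log2 ratio of the list was 0.77 at 14 d, 0.43 at 21 d and 0.46 at 28 d. EGR1 was called lower than at 0 h at 14 d by the exact test between libraries, but not with library totals in place of TMM factors. Of the 11 oncogenes the paper names for the first day, a list not independent of these samples, ATF3 was at least 4-fold higher at 21 d. At that time their median log2 ratio was 1.15, at percentile 98.4.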

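Immediate early genes were higher than at 0 h over the first day as a group. DUSP5 and NR4A2 belong to them, and over the 28 measured genes of that list the median of the mean log2 ratio of 3 h to 1 d was 2.20. That median was above those of all random lists matched on expression. For the 78 proto-oncogenes, the same median was 0.28 (SD 0.27 over the 4 libraries), at percentile 88.2, and 11 genes were at least 4-fold higher at some time of the first day, at percentile 98.7 for their number, which was 7 (percentile 79.3) without immediate early genes and 6 (percentile 66.9) without the genes the paper names. Without the 4 immediate early genes in that list the percentile of the median was 73.5. With TMM factors, an alternative added after the files were seen, it was 99.7 for the full list and 99.2 without immediate early genes. For the number of genes at least 4-fold higher, TMM factors gave percentile 96.7 (9 genes), and 60.8 (5 genes) without immediate early genes. Without immediate early genes the percentile of the median was 97.4 with a pseudocount of 0.1 and 82.6 with a mean TPM of at least 5. The percentiles for the number were 92.8 and 93.4 in these settings. From the first day to days 3 to 14, 27 of 67 tested proto-oncogenes rose and 6 fell at an adjusted p below 0.05 from limma (27 and 6 when adjusted over the list alone). With TMM factors 14 rose and 9 fell. Over all 9721 tested genes 3900 rose and 630 fell, and with TMM factors 1584 rose and 1550 fell of 9655. The groups compared leave out the 0 h, 21 d and 28 d libraries, which the groups of the paper include. Among the proto-oncogenes that fell, FOS decreased by 3.53 on the log2 scale (SE 0.85, adjusted p = 0.0057), JUND fell by 1.96 and MYC fell by 1.67. CSF1R, the receptor of a macrophage growth factor, rose by 1.96 (SE 0.32, adjusted p = 0.000856).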

We also find significant enrichment of oncogenes in upregulated DE gene sets of the time points of the first day as a group (0 hr, 3 hr, 6 hr, 12 hr, 1 d) compared to later time points as a group (3 d, 5 d, 7 d, 10 d, 14 d, 21 d, 28 d) (p = 0.018).

**Figure 5:**
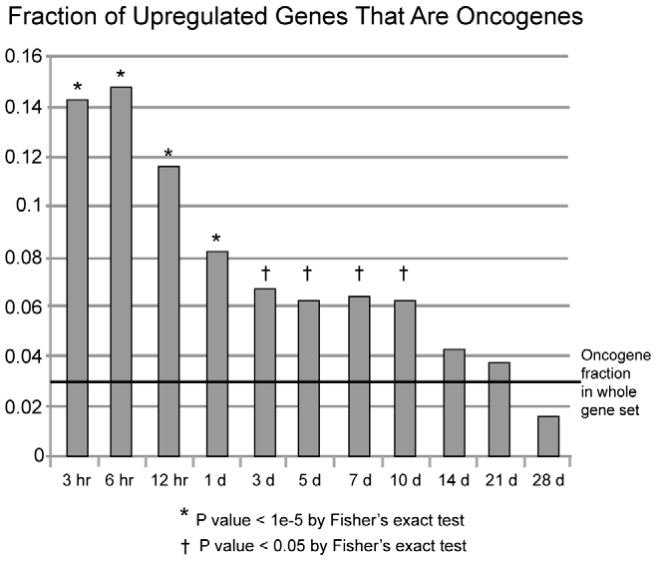
Enrichment of oncogenes during the early time points. All upregulated DE genes at each time point (when compared to the zero hour control) were interrogated for being oncogenes by their presence in the Memorial Sloan Kettering Cancer Center Oncogene set (http://cbio.mskcc.org/CancerGenes/Select.action) and then performing a Fisher's exact test to assess significance. The enrichment of oncogenes during the first day is highly statistically significant (P-value<10^−5^). Late in the time course, oncogenes are not significantly enriched in the upregulated DE gene sets.

In addition to TFs, we evaluate all DE genes. Among the most significantly upregulated genes during the first day are matrix metalloproteinases (*MMP1*, *MMP2*, *MMP3*, *MMP8*, *MMP9*, *MMP10*, *MMP12*, *MMP13*, *MMP12*, *MMP19*), many of which were observed previously [3], [29]. 

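MMP12 (Entrez 4321), the macrophage elastase, was listed at 0 at 0 h and had 5865 TPM at 1 d. MMP1, an interstitial collagenase, had 4.36 TPM at 0 h and 1215 TPM at 1 d, and the stromelysin MMP10 had 0.273 and 363 TPM. MMP3, another stromelysin, peaked at 12 h with 808 TPM, and MMP2, a gelatinase, at 1 d with 744 TPM against 33.0 TPM at 0 h. The remaining peaks were 1049 TPM for MMP8, 205 TPM for MMP13 and 90.8 TPM for MMP9, all at 1 d, and 227 TPM for MMP19 at 6 h. The median log2 ratio of the 9 genes was 2.95 at 3 h, 5.21 at 6 h, 6.46 at 12 h and 6.47 at 1 d. It was 4.58 at 3 d, 2.89 at 10 d and 0.40 at 28 d. All 9 were higher than at 0 h by the exact test between libraries at 6 h, 12 h, 1 d and 3 d. The paper chose these genes on the same samples, so the count is not independent evidence. Of the 15 measured members of the family, the same 9 were called higher from 6 h to 1 d. Between the first day and days 3 to 14, MMP3 fell by 3.19 on the log2 scale (SE 0.63, adjusted p = 0.00199 from limma) and MMP10 fell by 3.08 (SE 0.91, adjusted p = 0.0156), and the other 7 did not pass the test. MMP14, a membrane-bound member, rose by 2.33 (SE 0.28, adjusted p = 0.000248). Of 24 measured myeloid markers 10 were higher at 1 d by the exact test (13 with library totals), with the largest ratio for MPO (105 TPM against 0.563 TPM at 0 h), while FCER1G and ITGAM were listed at 0 at 1 d.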

(See axolomics.org for lists of upregulated and downregulated genes and the subset of TFs. Files are provided for up and down regulation at each time point, and consolidated files showing all genes upregulated or downregulated at any point along the time course (prefix = wholeTC)). Another category of genes expressed during this time period are the dual specificity phosphatases, DUSP1, DUSP5, and DUSP7, which are involved in MAP/ERK signaling and can play roles in development or cancer [30].

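DUSP1 (Entrez 1843), which inactivates MAP kinases in the nucleus, had 36.1 TPM at 0 h and 1084 TPM at 3 h. DUSP5, which acts on ERK, was listed at 0 at 0 h and had 46.3 TPM at 6 h, and DUSP7, an ERK phosphatase of the cytoplasm, had 1.14 TPM at 0 h and 16.2 TPM at 6 h. From the first day to days 3 to 14, DUSP1 fell by 3.33 on the log2 scale (SE 0.43, adjusted p = 0.000334 from limma) and DUSP5 fell by 3.60 (SE 0.45, adjusted p = 0.00028). DUSP7 changed by -0.42, which did not pass the test (adjusted p = 0.342), but passed with TMM factors (adjusted p = 0.0446). These genes were picked by the paper from the same samples and are not independent evidence. Of the 15 tested members of the whole family, 3 rose and 3 fell, and with TMM factors 1 rose and 6 fell. DUSP11, an RNA phosphatase, rose by 1.57 (SE 0.20, adjusted p = 0.000289).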

Later in the time course (between 3 d–14 d) there is a prominent cluster of genes (Figure 3, lower right cluster), many of which are involved in limb development or patterning. Expression of oncogenes early in the time course and limb genes later corresponds to the two well-recognized phases of limb regeneration, the early “preparatory” and later “redevelopment” phases respectively [31]. 

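Between the first day and days 3 to 14, KAZALD1 rose by 4.88 on the log2 scale, from 19.1 ± 14.4 TPM (SD, n = 4 libraries) to 549 ± 257 TPM (SD, n = 5), with SE 0.42 and an adjusted p = 8.4e-05 from limma. PRRX1, a homeobox gene of limb mesenchyme, rose by 3.68 (SE 0.30, adjusted p = 8.4e-05), from 8.72 ± 0.919 to 135 ± 58.3 TPM. FREM2, an extracellular matrix protein at the base of the epithelium, rose by 3.67, MECOM by 3.65, the serine synthesis enzyme PSAT1 by 3.61, MYCN by 3.55, the dynein subunit DYNC1I1 by 3.43 and the steroid reductase SRD5A2 by 3.41. AREG fell by 4.63 (SE 0.45, adjusted p = 0.000137), from 3421 ± 2428 to 128 ± 61.6 TPM. MBP, a protein of myelin, the calcium-binding protein OCM2, the serine dehydratase SDS and the claudin CLDN19 changed by -4.38, -4.06, -3.98 and -3.77, and the uncharacterized genes LOC100293138, LOC100128683 and LOC285095 by -4.26, -4.13 and -4.04. Cell cycle genes rose as a group, 59 of 62 tested with none lower (59 when adjusted over the list alone; 49 higher and 1 lower with TMM factors), among them the cyclins CCNB2 by 2.55 and CCNB3 by 2.52. Over the first day the median of this list lay below 0 h, at -0.27, with 15 of 63 measured genes lower at 1 d by the exact test between libraries (8 with library totals), so part of the rise starts from below the level of 0 h. Of 26 immediate early genes, 18 fell and none rose (18 when adjusted over the list alone), with a median change of -1.76. Skeletal muscle genes fell in the same comparison, 49 of 54 (51 when adjusted over the list alone), among them LDB3, ATP2A1 and TNNT3 with changes of -3.91, -3.76 and -3.73. Of 16 genes of nerve and myelin 3 rose and 7 fell, and with TMM factors 10 fell and none rose. Of the 11 first-day oncogenes 9 fell, with a median of -1.96, and of 21 tested genes that the paper names for 3 d to 14 d 17 rose, lists that are not independent evidence since the paper chose them on these samples. In all, 3900 genes rose and 630 fell of 9721 tested. The median change over all tested genes was 0.52, and 0.06 with TMM factors, under which 1584 genes rose and 1550 fell, 2214 genes being called in both analyses. The paper states that expression of oncogenes early and of limb genes later corresponds to the recognised preparatory and redevelopment phases.

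**Figure D2:**
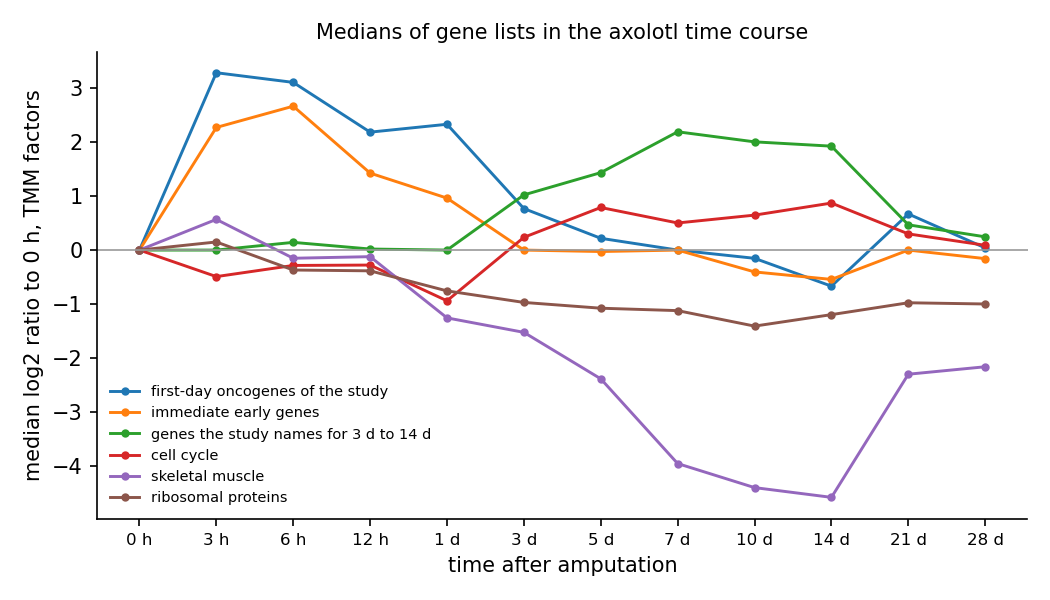
Median log2 ratio to the 0 h library after TMM scaling (vertical axis, log2 scale) against time after amputation for 6 gene lists, 1 library of 3 pooled animals per time point. The skeletal muscle list reaches -4.59 at 14 d, and the cell cycle list 0.87.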

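TNC, an extracellular matrix glycoprotein of wounds and blastemas, had 3.32 TPM at 0 h and 94.6 TPM at 3 d, and rose from the first day to days 3 to 14 (adjusted p = 0.000502 from limma). SALL1, a zinc finger gene of limb patterning, rose by 2.72 on the log2 scale (SE 0.64, adjusted p = 0.00526), and SOX4, a high mobility group factor of progenitor cells, by 2.11, reaching 46.0 TPM at 14 d. TBX18, a T-box factor, had 70.0 TPM at 14 d against 7.01 TPM at 0 h and rose by 1.74 (adjusted p = 0.0394), and GLI3 rose by 1.54 (adjusted p = 0.0188). TBX18 and GLI3 did not pass with TMM factors. TGFB1, a growth factor of wound repair, peaked at 3 d with 65.9 TPM against 4.85 TPM at 0 h, and its change of 1.06 did not pass (adjusted p = 0.0519). SOX11 (change 0.80, peak of 57.4 TPM at 1 d) and PRDM1 (change 0.55, peak of 39.1 TPM at 7 d against 2.95 TPM at 0 h) did not pass either. SALL3 fell below the mean TPM required for the test, being listed at 0 at 0 h with 6.05 TPM at 14 d. Over the 22 different symbols that the paper names for 3 d to 14 d, the median log2 ratio to 0 h was 0.25 at 1 d, 1.43 at 3 d, 1.93 at 5 d, 2.77 at 7 d, 2.64 at 10 d and 2.49 at 14 d. By the exact test between libraries, 20 of them were higher than at 0 h at some time from 3 d to 14 d (21 with library totals in place of TMM factors). Of 21 tested in the comparison of phases 17 rose, and 13 with TMM factors, a count that is not independent evidence since the paper chose the genes on these samples.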

Upon examination of the DE lists, significantly upregulated genes include HMG group genes (*HMGA1*, *SOX11*, *SOX4*, *HMGA2*) and genes known to be expressed in blastemas or limb buds, or to be involved in limb development and patterning (*PRRX1*, *HOXD10*, *PRDM1*, *SALL1*, *TBX18*, *SALL4*, *HOXD11*, *GLI3*, *SALL3*, *TGFB1*, *TNC*) [31]–[40]. Also upregulated during this time include genes upregulated in embryonic or adult stem cells (*JARID2*, *SALL1*, *ZIC2*, *HMGA2*, *SALL4*) [41]–[45]; SHH, a gene crucial to limb regeneration, and SUFU, which regulates SHH [46]; tumor suppressor genes (*APC*, *SMAD4*) [47]; and a component of the polycomb complex (*EED*) [48]. It is also noteworthy that many limb genes peak at day 10 or 14 (Figure S3).

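SHH (Entrez 6469), the signal of the zone of polarizing activity, was listed at 0 in the 0 h library and had 6.93 TPM at 7 d, 17.4 at 10 d and 8.43 at 14 d. SUFU, a negative regulator of hedgehog signaling, peaked at 7 d with 15.1 TPM against 1.33 TPM at 0 h. ZIC2, a zinc finger factor of progenitor cells, had 0.705 TPM at 0 h and 126 TPM at 14 d, and JARID2, a partner of the polycomb complex, had 9.09 TPM at 0 h and 59.3 TPM at 7 d. From the first day to days 3 to 14, ZIC2 rose by 3.49 on the log2 scale (SE 1.15, adjusted p = 0.0264 from limma), SHH by 2.08 (SE 0.79, adjusted p = 0.0463), JARID2 by 1.59 (SE 0.24, adjusted p = 0.000639) and SUFU by 1.31 (SE 0.21, adjusted p = 0.000807). APC, which restrains WNT signaling, rose with an adjusted p = 0.000714, EED, a core polycomb subunit, by 1.57 (SE 0.20, adjusted p = 0.000318), and SMAD4, which transduces TGF-beta signals, by 1.01 (SE 0.25, adjusted p = 0.00609). SHH and SMAD4 did not pass with TMM factors, SMAD4 with an adjusted p = 0.088. Against 0 h, the peaks were 14.0 TPM at 3 d from 5.03 TPM for APC, 22.9 TPM at 14 d from 5.85 for EED, and 12.7 TPM at 10 d from 1.14 for SMAD4. The exact test between libraries called SMAD4 higher at 10 d, 14 d and 28 d, and APC and EED at no time point. With library totals in place of TMM factors it called EED higher at 5 d, 7 d and 14 d.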

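Of the 22 genes that the paper names for 3 d to 14 d, 6 had their highest level at 10 d and 7 at 14 d. At 10 d these were HOXD10, HOXD11, PRRX1, SALL1, SHH and SMAD4, and at 14 d EED, GLI3, HMGA2, SALL3, SOX4, TBX18 and ZIC2. PRRX1 reached 217 TPM at 10 d against 15.0 TPM at 0 h. JARID2, PRDM1, SALL4 and SUFU peaked at 7 d, APC, TGFB1 and TNC at 3 d, and HMGA1 and SOX11 at 1 d. The share with a peak at 10 d or 14 d was 59.1% for this list, which the paper chose on these samples, and 54.9% for a textbook list of 51 measured limb development genes. Among all genes it was 38.9%. The textbook list shares genes with the list of the paper, HOXD10, PRRX1, SALL1 and SHH among them, so its share is not independent of that list. With TMM factors the shares were 43.1% for the textbook list and 21.9% for all genes, and the count over the 22 genes was 13 as before. Without the 10 d library, which has the fewest reads, the count was 11 of 22.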

At the end of the time course (21 d–28 d), expression of the HMG genes, limb genes, tumor suppressor, polycomb, and stem cell genes decreases so that, of the 24 genes listed above for the 3 d–14 d time points, only one gene (*SALL1*) remains upregulated by days 21–28. 

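TNC fell by 2.89 on the log2 scale from days 3 to 14 to days 21 to 28 (adjusted p = 0.035 from limma), SOX11 fell by 2.47 (adjusted p = 0.047) and PRRX1 fell by 1.81 (adjusted p = 0.0484). The other 18 tested of the genes that the paper names for 3 d to 14 d did not pass, and 11 of the list fell when adjusted over the list alone. The paper chose the list on these samples, so this is not independent evidence. The median change of the 21 tested genes was -1.43. Against 0 h, the exact test between libraries called SALL1 and ZIC2 higher at 21 d and SMAD4 at 28 d, and the fold rule also counted SUFU. With library totals in place of TMM factors the test called SMAD4, TBX18, TNC and SUFU higher at 21 d too. Outside this list, DSPP, a matrix protein of mineralized tissue, fell from 219 ± 74.0 TPM (SD, n = 5 libraries) to 10.9 ± 5.70 TPM (SD, n = 2), and SPP1, which encodes osteopontin, fell by 4.27 (SE 0.44, adjusted p = 0.00208). KAZALD1, the calcium-binding CALB1, FREM2, the integrin ITGAD and the osteoclast phosphatase ACP5 fell too, with changes of -4.04, -3.64, -3.47, -3.08 and -3.00. CALB1 and FREM2 were called in only 2 of 7 fits that leave out a library each, and KAZALD1, ITGAD and ACP5 in 5. The chemokine receptor CCR2 was listed at 0 at 21 d and 28 d. In all, 32 genes rose and 61 fell (80 and 72 with TMM factors), and 1750 genes had an unadjusted p below 0.05. With 2 libraries in the late group the count depends on each, being 93 with all libraries, 1 without the 28 d library, 6 without 21 d, 16 without 7 d or 10 d, 21 without 5 d, 172 without 3 d and 189 without 14 d.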

During the last two time points, upregulated genes include keratins, collagens, and genes associated with collagen or cartilage formation (EPYC, MATN4) (genecards.org).

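MATN1, a matrilin of the cartilage matrix, rose by 5.28 on the log2 scale from days 3 to 14 to days 21 to 28 (SE 0.59, adjusted p = 0.00359 from limma), from 2.06 ± 1.68 TPM (SD, n = 5 libraries) to 105 ± 46.8 TPM (SD, n = 2). EPYC (Entrez 1833), a proteoglycan of cartilage, rose by 3.93 (SE 0.58, adjusted p = 0.0153) and was listed at 0 at 0 h, with 25.1 TPM at 21 d and 43.2 TPM at 28 d. MATN4, another matrilin, had 2.63 TPM at 0 h, 119 at 14 d, 118 at 21 d and 77.4 at 28 d. OTOS, a secreted protein first described in the inner ear, rose by 3.86, CLEC3A, a lectin of cartilage, by 3.15, and LECT1, which encodes chondromodulin, by 3.00. The myosin light chain MYL4 rose by 3.37, the potassium channel KCNN2 by 2.98, and C17orf67 by 4.35. MYL4 was called in 1 of 7 fits that leave out a library each, and LECT1 and KCNN2 in 2, while MATN1 was called in 6 and EPYC in 5. Of 20 tested cartilage genes, 3 rose and none fell (8 when adjusted over the list alone). The median log2 ratio of the 24 measured cartilage genes to 0 h was 1.19 at 21 d and 1.18 at 28 d, and 7 and 8 of them were higher by the exact test between libraries (9 and 8 with library totals).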

We used DAVID (Database for Annotation, Visualization and Integrated Discovery) to perform gene ontology (GO) analysis for biological process (BP) and molecular function (MF) GO terms at level 5 (see Materials and Methods) on all DE genes [49]. The results are shown in the heat map in Figure 6. The GO data for the figure is available in Table S4. During the first day enriched GO terms include GO terms representing immune response, chemotaxis, regulation of leukocytes, blood vessel development, and angiogenesis. 

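IL8, a chemokine that attracts neutrophils, had 3.84 TPM at 0 h, 146 at 3 h and 473 at 1 d, and SOCS3, a feedback inhibitor of cytokine signaling, had 15.8 TPM at 0 h and 563 at 3 h. The cytokine IL1B reached 72.1 TPM at 1 d against 9.71 TPM at 0 h, and the chemokine receptor CXCR4 49.7 TPM against 6.65. Of 29 measured inflammation genes, 6 were higher at 3 h, 7 at 6 h, 9 at 12 h and 12 at 1 d by the exact test between libraries (5, 8, 11 and 16 with library totals in place of TMM factors), and the median log2 ratio at 1 d was 1.56. Of 24 measured myeloid genes, 1 was higher at 3 h, 2 at 6 h, 4 at 12 h, 10 at 1 d and 12 at 3 d (0, 3, 7, 13 and 17 with library totals), among them CYBB, a subunit of the phagocyte oxidase, with 203 TPM at 1 d. Of 25 measured genes of the endothelium, 1 was higher at 3 h, 2 at 6 h, 2 at 12 h and 3 at 1 d. They were CYR61, a matricellular protein that promotes vessel growth, at all 4 times, with 2.56 TPM at 0 h and 93.3 TPM at 3 h, from 6 h on also THBS1, an inhibitor of vessel growth, with 35.9 TPM at 6 h against 7.96 TPM at 0 h, and at 1 d LYVE1, a receptor of lymphatic vessels, all named after their values were seen. From the first day to days 3 to 14, IL8 fell by 3.60 on the log2 scale (SE 0.49, adjusted p = 0.000395 from limma), the transcription factor CEBPD fell by 2.94 and SOCS3 fell by 2.87, and 7 of 26 inflammation genes fell and 2 rose (7 and 2 when adjusted over the list alone; 11 and 2 with TMM factors). The same comparison called CCR2 higher by 2.84 and the complement gene C3 by 1.88.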

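Limb development genes, a textbook list fixed beforehand, rose from the first day to days 3 to 14 in 26 of 42 tested members and fell in 3 (30 and 3 when adjusted over the list alone), at an adjusted p below 0.05 from limma. SPRY2 and SPRY4, inhibitors of fibroblast growth factor signaling, changed by -0.99 and -0.94 on the log2 scale, and the retinoic acid enzyme ALDH1A2 by -0.67. With TMM factors 12 of the list rose and 4 fell. By the exact test between libraries 8 of 51 measured genes were higher than at 0 h at 7 d and 10 d, and 10 at 14 d, and with library totals in place of TMM factors 12, 15 and 21 at these times. All genes called with TMM factors at these times are also named by the paper from these samples, so these counts are not independent evidence. The 26 members that rose include some of the same genes, such as PRRX1, SALL1 and HOXD10. Of 16 bone genes 7 rose and 4 fell (7 and 4 when adjusted over the list alone), and with TMM factors 3 rose and 6 fell. ACP5, a phosphatase of osteoclasts, rose by 3.09 (SE 0.37, adjusted p = 0.000238), the protease CTSK, also of osteoclasts, by 2.40 and NFATC1 by 2.05. COL1A1, the main collagen of bone and dermis, fell by 1.62 (SE 0.27, adjusted p = 0.000856), PTHLH fell by 1.57 and SPARC fell by 1.30. Of 32 tested genes of TGF-beta and BMP signaling 18 rose and none fell (19 higher and 2 lower when adjusted over the list alone), and with TMM factors 7 rose and 5 fell. Among them TGFBI, a matrix protein, rose by 2.49, BAMBI, a decoy receptor, by 2.36 and TGFB2 by 2.17. Muscle genes fell over the same interval.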

In the middle of the time course (3 d–14 d), GO terms for tissue development, limb morphogenesis, bone development, and forebrain development are enriched. 

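KRT10, a keratin of the suprabasal epidermis, had 8.91 TPM at 0 h and 777 TPM at 28 d, and TGM3, a transglutaminase of the epidermal barrier, had 79.7 TPM at 0 h, 1523 at 1 d and 1003 at 28 d. The desmosomal cadherin DSG1 was listed at 0 at 0 h and had 7.63 TPM at 28 d. Of 37 measured genes of the epidermis, 7 were higher at 28 d by the exact test between libraries and 15 at 1 d (13 and 19 with library totals). Its median log2 ratio was 1.77 at 1 d and 0.96 at 28 d. From days 3 to 14 to days 21 to 28 none of 36 tested passed the adjusted threshold of limma, with the list alone or over all genes. KRT10, TGM3 and DSG1 were named after their values were seen.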

An ectoderm development GO term is enriched at 28 days. (Detailed GO enrichment information for upregulated axolotl genes is available at www.axolomics.org).

**Figure 6:**
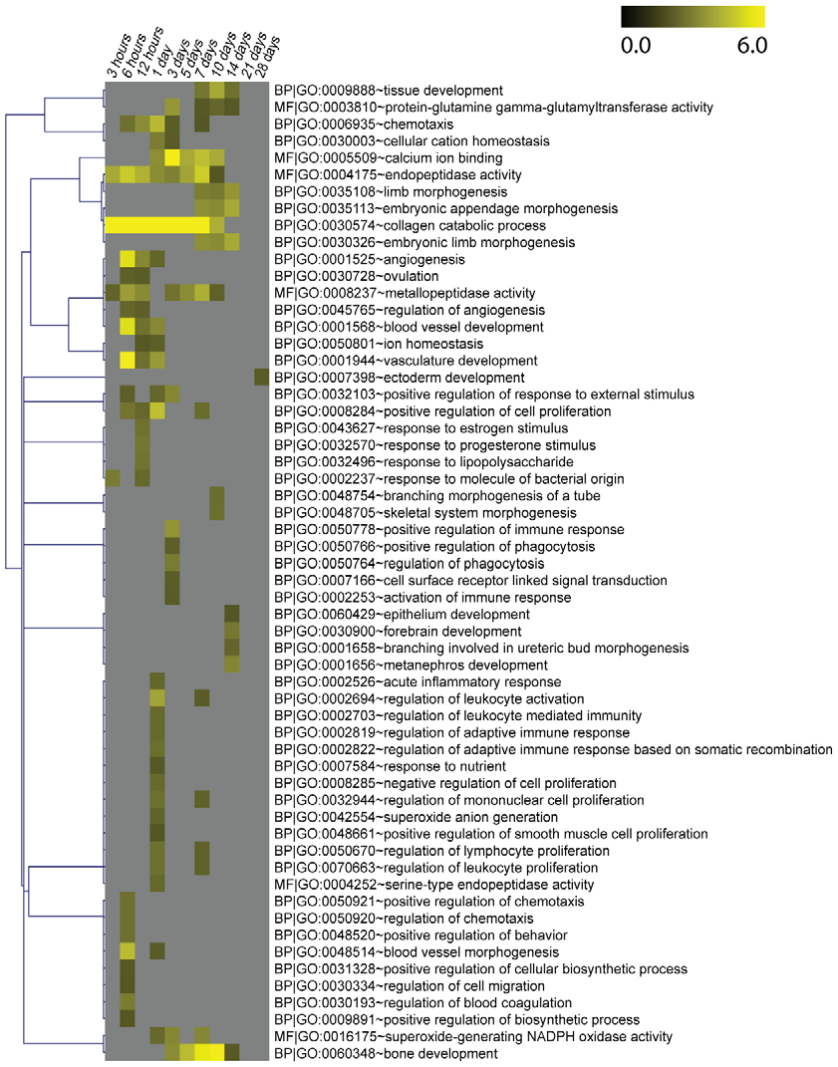
Gene ontology (GO) analysis of the time course. GO enrichment of molecular function (MF) and biological process (BP) level 5 GO terms during the time course for all DE genes (relative to the zero hour control). The value displayed is the −log_10_(GO term FDR). GO terms with an FDR<0.01 are shown. The GO terms were clustered by their enrichment patterns using the Pearson correlation as the distance measure with average linkage. During the first day enriched GO terms include GO terms representing immune response, chemotaxis, regulation of leukocytes, blood vessel development, and angiogenesis. In the middle of the time course (3 d–14 d), GO terms for tissue development, limb morphogenesis, bone development, and forebrain development are enriched. An ectoderm development GO term is enriched at 28 days. (Detailed GO enrichment information for upregulated axolotl genes is available at www.axolomics.org). (See also Table S4 for the −log_10_(GO term FDR) values.)

### Relationship of blastema cells and stem cells

We performed RNA-seq on human embryonic stem (ES) cells, human induced pluripotent (iPS) stem cells, and human foreskin (FS) cells, and compared the expression of ES and stem cell genes in these cells and blastemas (see axolomics.org for reads, alignments and expression measures of ES, FS, and iPS cells). Whereas blastemal cells do express some embryonic stem (ES) cell genes, they are distinct from pluripotent cells and bear more in common with adult stem cells. 

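KLF4 (Entrez 9314), a zinc finger factor of epithelia and of pluripotent cells, had 3.39 TPM at 0 h and 41.2 TPM at 6 h. MYC (Entrez 4609), a regulator of growth and proliferation, had 24.1 TPM at 0 h and 162 TPM at 6 h. KLF4 was, by the exact test between libraries, higher than at 0 h at 3 h and 6 h, and MYC from 3 h to 1 d. Later, KLF4 fell by 2.93 on the log2 scale from the first day to days 3 to 14 (SE 0.55, adjusted p = 0.00161 from limma) and MYC fell too.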

We found upregulation of induced pluripotent stem (iPS) cell reprogramming factors *KLF4* and c-MYC in blastemas in agreement with prior work [50], [51]. SALL4, which is thought to be involved in the maintenance of embryonic and/or adult stem cells [52], [53], is significantly upregulated during the time course. However, the key embryonic stem cell markers *POU5F1* (OCT4), SOX2, and *NANOG* are not highly upregulated in blastemas (Figure 7). 

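SALL4 was listed at 0 at 0 h and reached 8.72 TPM at 7 d. It was higher than at 0 h at 6 time points, from 1 d to 14 d, by the exact test between libraries. Its rise from the first day to days 3 to 14 was 1.60 on the log2 scale (SE 0.44, adjusted p = 0.0112 from limma).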

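SOX2 (Entrez 6657), a high mobility group factor of pluripotent and neural progenitor cells, had 43.1 TPM at 0 h and its highest level, 98.9 TPM, at 6 h. It was called at no time point by the fold rule or the exact test between libraries. NANOG, a homeobox factor of the inner cell mass, was listed at 0.240 TPM at 14 d and 0.232 TPM at 28 d and at 0 in the other 10 libraries. Of 10 tested genes of pluripotency, 4 rose and 3 fell from the first day to days 3 to 14 (4 and 3 when adjusted over the list alone) at an adjusted p below 0.05 from limma, and with TMM factors 1 rose and 5 fell. TBX3, a T-box factor, rose by 1.71 on the log2 scale, and KLF2 fell by 1.66 and TFCP2L1 fell by 1.10.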

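HMGA2 (Entrez 8091), an architectural chromatin protein of fetal stem cells, rose by 1.40 on the log2 scale from the first day to days 3 to 14 (SE 0.30, adjusted p = 0.00329 from limma). PAX7 (Entrez 5081), a marker of muscle satellite cells, rose by 1.86 (SE 0.42, adjusted p = 0.00437). PAX7 had 5.08 TPM at 0 h and 25.0 TPM at 14 d, which passed the fold rule, while the exact test between libraries called it lower at 1 d and higher at no time point (at 7 d and 14 d with library totals in place of TMM factors). Of 8 tested genes of muscle progenitors PAX7 rose, and MYOG fell by 2.86 and MEF2C fell by 0.77, in a comparison in which genes of differentiated muscle fell.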

PAX7 is upregulated and HMGA2 is significantly upregulated in the blastemas (Figure 7), and both are markers of adult stem cells [42], [54].

**Figure 7:**
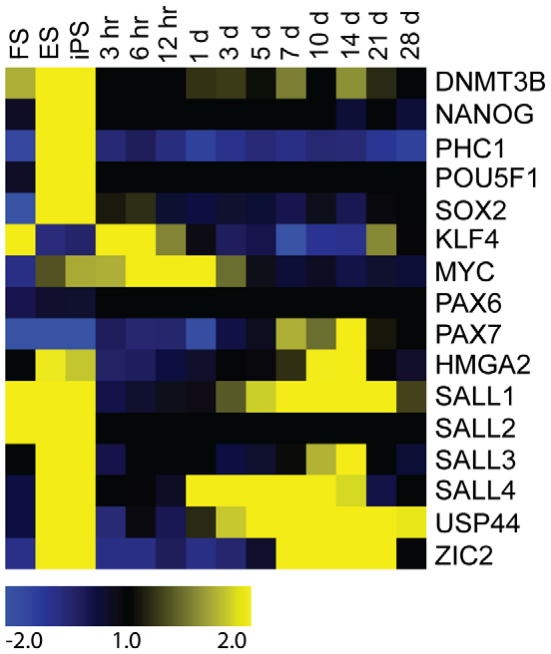
Expression of embryonic and adult stem cell genes in ES, iPS, FS, and blastemas. All samples are ratioed to the time zero axolotl juvenile time course control. While ES and iPS cells show upregulation of a variety of stem cell genes including the key ES transcription factors *POU5F1* and *NANOG*, the axolotl blastemas do not show upregulation of *POU5F1*, *SOX2*, and *NANOG*, but do show upregulation of adult stem cell markers (such as *SALL4* and *HMGA2*). Note the burst of oncogenes (*KLF4*, *MYC*) early in the time course and the upregulation of adult stem cell genes later in the time course.

## Discussion

Evaluation of gene expression patterns in the blastema time course reveals a prominent burst of oncogene expression during the first day of blastema formation. In addition, our blastema-enriched gene set confirms many known findings from the limb development and limb regeneration literature including genes known to be expressed in the blastema or limb bud. This fact, when combined with qPCR validation of biological replicates, suggest that the RNA-seq data is robust and that the many novel blastemal-enriched genes we discover are strong candidate genes crucial for regeneration. Some of these novel genes include SALL genes, putative patterning and limb development genes, oncogenes, and HMG genes. These genes play roles in the establishment or maintenance of the stem cell state, chromatin accessibility, proximal/distal patterning, and cell cycle control. Novel gene categories are discussed below.

### SALL genes

The SALL genes (*SALL4*, *SALL3*, *SALL1*) are among the most highly upregulated TFs. *SALL4* has been shown to play a role in *Xenopus* limb development, and thus is a strong candidate for being involved in the regenerative process [40]. The concordance of axolotl blastemal expression patterns of *SALL1*, *SALL3*, and *SALL4* with those in *Xenopus* supports the suggestion that *SALL4* plays a role in initiating blastema cell formation while *SALL1* and *SALL3* are involved in patterning events [37], [40] (Figure 8). The continued expression of *SALL4* is consistent with data indicating that *SALL4* is also involved in limb patterning [55]. *SALL4* is one of the few TFs thought to play a role in maintenance of the ES state and in the putative maintenance of adult stem cells [56], [57]. It is possible that *SALL4* is important for establishment or maintenance of the multiple adult stem cell types thought to be present within the blastema. In support of its regeneration-specific role, *SALL4* is upregulated during *Xenopus* limb regeneration, but a wound without amputation in *Xenopus* does not result in *SALL4* upregulation [40]. Similarly, *SALL4* is upregulated in innervated axolotl blastemas when compared to a non-regenerative flank wound [11].

**Figure 8:**
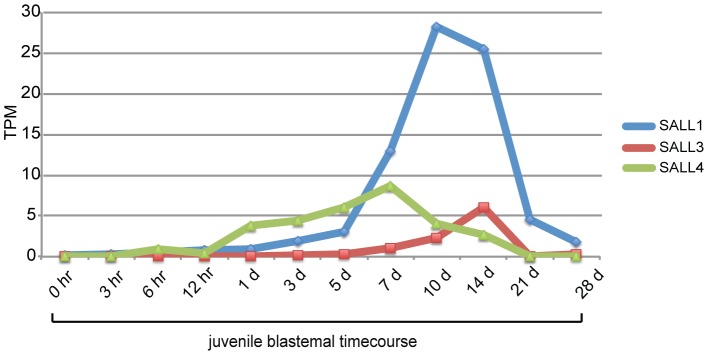
Expression of *SALL1*, *SALL3*, and *SALL4* in juvenile blastemas. *SALL4* is upregulated earlier than *SALL1* or *SALL3*. “TPM” is the Transcripts Per Million expression measure.

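SALL4 had 3.82 TPM at 1 d, when SALL3 was listed at 0 and SALL1 was not called. SALL1 was higher from 5 d to 21 d and SALL3 at 14 d by the exact test between libraries. SALL1 had 0.154 TPM at 0 h and peaked at 10 d with 28.2 TPM. Each time point is a single pooled library, so the order of onset rests on 1 library at each time.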

### Proximal/Distal patterning and limb development genes

Important homeobox (HOX) genes that are markers of, and perhaps specifiers of, proximal/distal pattern (*HOXD10*, *HOXD11*) are upregulated during the juvenile time course. 

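HOXD10 (Entrez 3236) had 0.883 TPM at 0 h, 22.9 TPM at 7 d and 29.9 TPM at 10 d. HOXD11 (Entrez 3237) was listed at 0 at 0 h and had 4.08 TPM at 7 d, 7.72 at 10 d and 4.67 at 14 d. HOXD10 rose by 2.82 on the log2 scale from the first day to days 3 to 14 (SE 0.58, adjusted p = 0.00259 from limma) and HOXD11 by 1.94 (SE 0.46, adjusted p = 0.0056). These are the 2 members of the 5' HOX groups with a mean TPM of at least 1, of 7 measured, and both rose when adjusted over the list alone. Over the 7 genes, the median log2 ratio to 0 h was 0.67 at 7 d, 1.53 at 10 d and 1.25 at 14 d.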

Many other genes (see Figure 3) share expression patterns similar to *HOXD10/11*. Some of these genes have known roles in limb development (such as GLI3), however most have no known role in pattern formation or limb development. The genes in this expression cluster thus become candidate genes for playing a role in pattern formation or other aspects of limb redevelopment during limb regeneration. 

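PRRX1 gave r = 0.905 (rho = 0.939), SALL1 r = 0.873 (rho = 0.891) and HMGA2 r = 0.853 (rho = 0.855) between RNA-seq and qPCR log2 ratios over 10 pairs of time points, with adjusted p = 0.00157, 0.00139 and 0.00499 from permutation. LMO1 gave r = 0.826 (rho = 0.888), GLI3 r = 0.766 (rho = 0.673) and SALL3 r = 0.715 (rho = 0.782), with adjusted p = 0.00692, 0.0131 and 0.0212 from permutation. With CDH6, HOXD10 and MECOM added, the 9 genes had a mean r of 0.862 and a mean rho of 0.860. All 9 passed the permutation test by r after adjustment over the 19 genes measured. Without the 2 pairs farthest from the median the mean r was 0.7501, and with RNA-seq and qPCR paired at the same time points it was 0.671.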

All nine genes chosen from this cluster for further validation by qPCR (CDH6, GLI3, HMGA2, HOXD10, LMO1, MECOM, PRRX1, SALL3 and SALL1) have corroborating qPCR evidence for this expression pattern (Figure 2 and Figure S2).

### Oncogenes and tumor suppressors

Analysis of genes expressed in the blastema over the time course indicates that oncogenes are activated early in the process and then downregulated. Oncogenes play multiple roles during development and may be crucial for opening chromatin to reactivate developmental programs. During the early time periods of blastema formation, both dedifferentiation and proliferation are thought to occur [7], and oncogenes may be playing roles in both of these processes. RAS and JUN family oncogenes are upregulated during newt lens regeneration [16].

Tumor suppressors are also upregulated in the juvenile blastema. It is possible that tumor suppressors and oncogenes maintain a critical balance in the blastema. 

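Tumor suppressor genes, a textbook list fixed beforehand, rose from the first day to days 3 to 14 in 16 of 31 tested members and fell in 2 (18 and 2 when adjusted over the list alone), at an adjusted p below 0.05 from limma. PTCH1, the hedgehog receptor, rose by 1.68 on the log2 scale (SE 0.42, adjusted p = 0.00708), the DNA repair gene BRCA1 by 1.37 and the mismatch repair gene MSH6 by 1.32. CDKN1B, a cell cycle inhibitor, fell by 0.74 (SE 0.19, adjusted p = 0.00714). RB1, which restrains entry into the cell cycle, changed by 0.17 (adjusted p = 0.437). With TMM factors 8 of the list rose and 4 fell. Against 0 h, the exact test between libraries called 1 of 34 measured genes higher at 7 d, 2 at 10 d and 3 at 14 d, and 6, 5 and 10 with library totals in place of TMM factors.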

*HMGA2*, which is highly upregulated in the blastema, inactivates the tumor suppressor *ARF* in neural stem cells [42]. *ARF* inactivation has been shown to be important for activating regenerative muscle cells in the mouse [58]. The interplay between oncogenes and tumor suppressors may be crucial for the maintenance of multiple adult stem cell types within the blastema. The fact that salamanders are resistant to carcinogens [9], [59] may be a result of the ability to control oncogenes during the regenerative response.

### HMG genes and chromatin modifiers

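HMGA2 had 40.1 TPM at 0 h and 196 TPM at 14 d, where the exact test between libraries called it higher. HMGA1 (Entrez 3159), a related chromatin protein of dividing cells, had 8.24 TPM at 0 h and its highest level, 67.4 TPM, at 1 d, and was called higher at 2 time points (7 with library totals). HMGA1 changed between the first day and days 3 to 14 by 0.32 on the log2 scale, which did not pass the test of limma, and the sign turned with TMM factors.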

HMGA1 and HMGA2 are highly over-represented in the blastema. HMG genes play a role in adult stem cells and in opening chromatin, preventing differentiation, and encouraging self-renewal of stem cells [42], [60]. *HMGA2* has been identified as a promoter of self-renewal and is more highly expressed in young adult stem cells than older adult stem cells [42]. Our observed upregulation of *HMGA2* in the blastema might be an indicator of the presence of actively renewing adult stem cells in the blastema. The axolotl blastema is likely composed of a variety of adult stem cells each with its own limited differentiation capacity [4]. Likewise, the zebrafish jaw blastema appears composed of distinct progenitors for muscle and skeleton [61]. In the present study, no attempt is made to separate out the various progenitor cell types within the blastema. The upregulated genes identified here provide a springboard for the development of markers and affinity reagents for dissecting out the various cell types within the blastema. For instance, further studies using in situ hybridization for highly upregulated factors could potentially identify progenitor cell-specific transcripts based on position within the developing blastema, time of expression, and/or co-staining with mature cell-specific markers (e.g. muscle markers, cartilage markers, nerve markers), which would be expressed later in the time course or during limb regeneration. Finally, the upregulation of *HMGA2*, with its association with young stem cells, is consistent with the suggestion that the blastema is a “young” tissue where it is recapitulating developmental patterns of gene expression resulting in a possibly rejuvenated limb after regeneration [62]. Verification of this possibility will require investigation of telomere length and other markers of aging before and after regeneration.

Reprogramming differentiated cells back to the appropriate adult stem cell state likely involves chromatin remodeling and suppression of parental gene expression programs via the polycomb group (PCG) complex. 

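UHRF1 (Entrez 29128), which keeps DNA methylation through replication, had 24.0 TPM at 0 h and 149 TPM at 14 d, and rose by 2.40 on the log2 scale from the first day to days 3 to 14 (SE 0.22, adjusted p = 0.000108 from limma). SETDB1 (Entrez 9869), a histone methyltransferase of silent chromatin, had 0.172 TPM at 0 h and 4.97 TPM at 14 d, and rose by 1.38 (SE 0.27, adjusted p = 0.00197). UHRF1 was higher than at 0 h at 14 d by the exact test between libraries, SETDB1 at 4 time points, and EED at none, and with library totals in place of TMM factors UHRF1 and SETDB1 at 6 time points each and EED at 3. Of 32 tested genes of chromatin silencing, a list fixed beforehand, 21 rose and none fell (22 when adjusted over the list alone), with a median change of 1.12. Among them SUV39H1, a methyltransferase of heterochromatin, rose by 2.31 and the polycomb gene CBX2 by 1.85. With TMM factors 15 rose and 1 fell. UHRF1 is also a gene of S phase, and cell cycle genes rose in the same comparison.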

Blastema-enriched genes include several involved in chromatin remodeling, the PCG complex, gene silencing, and DNA methylation (*UHRF1*, *EED*, *SETDB1*) [63]–[65].

### Other genes

In addition to limb development or patterning genes, HMG genes, and oncogenes, we found several other interesting genes upregulated over the time course including *MYF5 and FOXO1* (likely involved in regulation of myogenesis), *RUNX1*, *SPI1* (PU.1), and *CBFB* (all involved in blood development), and *PRDM1* [66]–[69]. 

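RUNX1 (Entrez 861), a transcription factor of blood stem cells, had 0.843 TPM at 0 h and 21.1 TPM at 3 d, and its partner CBFB had 0.954 TPM at 0 h and 25.4 TPM at 1 d. SPI1, a factor of the myeloid lineage, was listed at 0 at 0 h and had 5.16 TPM at 7 d. MYF5 (Entrez 4617), a determination factor of muscle, had 8.27 TPM at 0 h and 29.7 TPM at 3 h, a log2 ratio of 1.73. By the exact test between libraries RUNX1 was higher at 7 time points, CBFB at 6, PRDM1 at 5, FOXO1 at 3 and SPI1 at 2 (8, 7, 6, 6 and 3 with library totals). The same test called MYF5 higher at none and lower at 7 d.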

*PRDM1* (BLIMP1) is involved in limb development [35], [70] and is also important for germ cell determination in mice [71]. Recent papers suggest that the regenerating blastema may acquire a germline-like state [72], [73].

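NFATC1, a calcium-regulated transcription factor, had 0.755 TPM at 0 h and 23.1 TPM at 5 d, and MSX2, a homeobox gene of limb buds, was listed at 0 at 0 h and had 9.65 TPM at 10 d. ZIC5, a zinc finger factor, was listed at 0 at 0 h and had 6.07 TPM at 10 d. With ZIC2, SALL1, SALL4, GLI3, SOX4 and WNT5A, these genes had a median log2 ratio to 0 h of 1.45 at 3 d, 2.04 at 5 d, 2.99 at 7 d, 2.82 at 10 d and 2.72 at 14 d. All 9 passed the fold rule at some time from 3 d to 14 d, and 7 passed the exact test between libraries, all but MSX2 and ZIC5, which passed with library totals in place of TMM factors. From the first day to days 3 to 14, 8 of the 9 rose at an adjusted p below 0.05 from limma, MSX2 by 1.94 on the log2 scale (adjusted p = 0.0039), while ZIC5 changed by 1.31 (adjusted p = 0.0724). The paper chose these genes on the same samples, which is not independent evidence. Of 27 tested genes of WNT signaling, a list fixed beforehand, 14 rose and none fell (15 when adjusted over the list alone), and with TMM factors 10 rose and 4 fell. Among them the ligand WNT5B rose by 2.42, the receptor ROR2 by 2.34, and SFRP2, a secreted modulator, by 2.30. CTNNB1, which encodes beta-catenin, rose by 1.10 (SE 0.20, adjusted p = 0.00148).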

Many TFs known to be involved in WNT signaling are upregulated during the middle of the time course (3 d–14 d) (*ZIC2*, *ZIC5*, *MSX2*, *SALL1*, *SALL4*, *GLI3*, *NFATC1*, *SOX4*) [74]–[79]. *WNT5A* is also upregulated during this time, and *WNT5A* has been shown to be required for the outgrowth of the limb and other structures [80]. 

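WNT5A (Entrez 7474) had 2.09 TPM at 0 h, 17.4 TPM at 7 d and 19.3 TPM at 14 d. It rose by 2.03 on the log2 scale from the first day to days 3 to 14 (SE 0.39, adjusted p = 0.00185 from limma), and the exact test between libraries called it higher at 3 d, 7 d and 14 d.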

WNT signaling has been shown to be necessary for limb and fin regeneration in zebrafish and *Xenopus*, and promotes regeneration under typically non-regenerative conditions [81]. Beta-catenin signaling has also been shown to be required for apical ectodermal ridge (AER) maintenance and for proper expression of patterning genes in the mouse [82]. Our results indicate that it is likely that WNT signaling is playing a crucial role in axolotl limb regeneration.

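COL9A1, COL9A2 and COL9A3, the chains of a collagen of cartilage, had 15.8, 10.6 and 6.10 TPM at 0 h and 153.5, 58.5 and 68.6 TPM at 21 d. KRT6C, a keratin of activated epidermis, had 494 TPM at 0 h and 2475 TPM at 28 d, and KRT79 4503 and 22739.8 TPM. KRT4 and KRT13, keratins of moist epithelia, had 1196 and 2247 TPM at 0 h and 152 and 1083 TPM at 21 d. In the exact test between libraries, 4 of 26 measured keratins were higher than at 0 h at 28 d and 1 lower, and at 21 d none was higher and 5 were lower. With library totals in place of TMM factors, 10 were higher and 1 lower at 28 d, and 5 higher and 1 lower at 21 d. Of 36 measured collagens, 3 were higher at each of these times, 2 lower at 21 d and 3 lower at 28 d, among them COL1A1 with 6732 TPM at 0 h and 2826 TPM at 28 d. With library totals, 6 collagens were higher and 1 lower at 21 d, and 3 higher and none lower at 28 d. For keratins the median log2 ratio was 0.62 at 21 d and 0.95 at 28 d, and for collagens 0.37 and 0.29. From days 3 to 14 to days 21 to 28 none of 25 keratins passed the adjusted threshold of limma over all genes, with a median change of 0.94, and 14 rose when adjusted over the list alone. Of 28 collagens 1 rose and 1 fell, COL3A1 with a change of -1.89 (adjusted p = 0.035), and 9 rose and 3 fell when adjusted over the list alone. Keratins and collagens named here were chosen after their values were seen, except COL3A1.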

Keratins and collagens are upregulated during the last two time points of the time course (21 to 28 days). Keratins and collagens are also found to be enriched in regenerating *Xenopus* hind limbs when compared to non-regenerating *Xenopus* hind limbs expressing the BMP inhibitor noggin [12]. Keratins and collagens are also upregulated in the blastema of newt species [83], [84]. In addition, a gene involved in regulating size control in the hippo pathway (*MST1*), is upregulated [85]. 

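The symbol MST1 stands in the files for Entrez 4485, macrophage stimulating protein, while the kinase of the hippo pathway known as MST1 is listed as STK4 (Entrez 6789). MST1 had 1.97 TPM at 0 h and 33.9 TPM at 5 d, and STK4 1.00 TPM at 0 h and 11.4 TPM at 7 d. MST1 rose by 2.27 on the log2 scale from the first day to days 3 to 14 (SE 0.31, adjusted p = 0.000443 from limma) and STK4 by 1.31 (SE 0.39, adjusted p = 0.0174), STK4 not with TMM factors (adjusted p = 0.0835). MST1 was higher than at 0 h from 3 d to 10 d by the exact test between libraries.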

Size regulation of the limb is probably a crucial characteristic of this phase.

### Relationship between pluripotent cells and blastema cells

Patterns of gene expression in the blastema are more similar to adult stem cells than to ES and iPS cells, in agreement with prior results investigating expression levels of embryonic stem cell genes during limb regeneration [50], [51]. This is also consistent with a recent study suggesting that the blastema is composed of a variety of progenitor cell types rather than a homogenous collection of pluripotent cells [4]. Finally, some genes highly expressed in ES/iPS cells are blastema-enriched. These genes, though, are also expressed in other cell types and are not necessarily specific to the pluripotent state. Genes in common between ES/iPS cells and blastemas, such as *KLF4* and c-MYC, are likely to be important for opening chromatin to facilitate reprogramming, but may not have specific functions related to establishing the ES cell state, as neural stem cells can be reprogrammed to the iPS state with OCT4 alone [86]. Thus the blastema bears some similarities to ES and iPS cells, but lacks the hallmarks of pluripotency (*POU5F1*, *NANOG*, *SOX2*). The observed expression patterns are more consistent with the blastema being composed of multiple adult progenitor cells, and of other mesenchymal cells [4], [10], [50], [51], [87], [88].

### Conclusions

In summary, the genes identified in this study as blastema-enriched, and active during different phases of blastema progression greatly expand the list of potential regulators of the regeneration process, providing clues as to how the axolotl regenerates its limbs and, by extension, how to potentially improve the regenerative response in mammals. To elicit a more effective regenerative response in mammals, it will be necessary to activate endogenous and exogenous genes in an appropriate, time- and pattern-controlled manner. It is feasible, however, that activation of appropriate networks would engage latent mechanisms that might simplify portions of this process. Although enhancing limb or tissue regeneration in mammals may be complicated by salamander-specific innovations [10], even partial regeneration of limb tissue or enhanced regeneration of tissues and organs has significant clinical implications.

The fact that we identify many genes previously known to be involved in the regeneration process validates our comparative RNA-seq analysis methods as does the close concordance of expression patterns between our RNA-seq data and our qPCR results. Our methods draw strength from aligning reads directly to axolotl transcript contigs while performing differential expression analysis with respect to the better characterized human gene set. This strategy will likely be beneficial in studies of transcriptomes from other non-model organisms. Although we are unable to identify the functional roles of axolotl-specific genes that play a part in regeneration with this strategy, our analyses provide lists of axolotl-specific contigs that should be studied in more depth experimentally.

We provide the data from this paper as well as other axolotl-related “omics” information at www.axolomics.org. Information available includes all the data from this manuscript including normalized gene expression measures, differential expression information, GO enrichment files, the sequencing reads, alignments, and the axolotl transcriptome assembly. In addition, several published datasets have been uploaded.

## Materials and Methods

### Axolotl husbandry, surgery, and RNA preparation

All surgical procedures and animal care were carried out in accordance with the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) guidelines at the University of Wisconsin-Madison. We established an axolotl colony (A*mbystoma mexicanum*) from seven axolotls obtained from Dr. Gerald Eagleson (Loras College, Dubuque, IA). The animals were housed in 40% Holtfreter's salts, kept at 16–18.9°C with a pH range of 7.0–7.4. For all surgical procedures, the animals were anesthetized with 0.5–1 g/L Tricaine (MS-222, Sigma) until they were unresponsive to a tail pinch stimulus.

We amputated juvenile axolotl right forelimbs at the mid-stylopod level. For the RNA-seq experiment, the animals were 4.5–8 cm in length. For the qPCR validation experiments, the animals were 7–10 cm in length. Tissue was harvested as described in Figure 1 at 0 hours, 3 hours, 6 hours, 12 hours, 1 day, 3 days, 5 days, 7 days, 10 days, 14 days, 21 days, and 28 days. Note that for the early time points, some tissue was harvested proximal to the original amputation plane owing to the small amount of regenerative tissue distal to the amputation plane at the time of harvesting. In all cases the harvested tissues were stored in RNAlater (Qiagen, Valencia, CA) at 4°C. In all experiments, samples are placed in denaturing lysis buffer provided in the RNA isolation kit from the manufacturer and homogenized by passing through a sterile 20-gauge needle attached to a sterile plastic syringe at least 5–10 times until a homogeneous lysate is achieved. For the RNA-seq experiments, the RNA was purified using the RNeasy purification kit from Qiagen. For the qPCR experiments total RNA was isolated with the *mir*Vana miRNA isolation kit (Life Technologies) according to the manufacturer's protocol.

### Embryonic Stem (ES), Induced Pluripotent Stem (iPS), and Foreskin (FS) human RNA preparation

We cultured human FS cells (newborn foreskin fibroblasts (CRL-2097; American Type Culture Collection (ATCC)) according to ATCC recommendations. We maintained cells in 10% (v/v) FBS (Hyclone Laboratories), 1 mM L-glutamine (Invitrogen), 0.1 mM β-mercaptoethanol (Sigma-Aldrich) and 0.1 mM nonessential amino acids in DMEM (both from Invitrogen). We passaged cells at roughly 70% confluency at a 1∶3 splitting ratio, using Tryp-LE (Invitrogen). ES cells were H1 ES passage 28 cells cultured in E8 [89], harvested by direct lysis on plate with RLT lysis buffer. RLT lysis buffer is a component of the Qiagen RNeasy kit. iPS cells were DF19.7 [90] passage 27 cells cultured in E8, harvested by direct lysis on plate with RLT lysis buffer. For all three cell types, total RNA was isolated using the RNeasy kit (Qiagen).

### Sequencing library preparation and Illumina sequencing

We linearly amplified axolotl polyA+ RNAs using a modified T7 amplification method [91] resulting in cDNA. Subsequent steps followed the Illumina Paired End (PE) preparation kit (PE-102-1001, Illumina, San Diego, CA). After the Illumina PE adapters were ligated, 150–250 bp DNA fragments were isolated via gel electrophoresis. Then ten cycles of polymerase chain reaction (PCR) were performed to amplify the selected fragments using the Illumina supplied PCR primers and protocol. The sample was quantitated with the Invitrogen Qubit fluorometer (Q32857). Samples were loaded on the flowcell cluster station at a concentration of 8 pM, and sequenced on the Illumina GAII. The Genome Analyzer II Paired End recipe was used. However, for the samples in this study, only single-end data were obtained. After the sequencing was complete, the data were processed by Illumina Pipeline software for quality analysis and read filtering.

For FS cells, RNA was amplified as it was for the axolotl samples. Subsequent steps followed the Illumina Single Read (SR) preparation kit (Illumina, San Diego, CA). After the Illumina SR adapters were ligated and a NotI digestion performed for directionality, 200–300 bp DNA fragments were isolated via gel electrophoresis. Then 10 cycles of polymerase chain reaction (PCR) were performed to amplify the selected fragments using the Illumina supplied PCR primers and protocol. The sample was quantitated with the Invitrogen Qubit fluorometer (Q32857). Samples were loaded on the flowcell cluster station at a concentration of 8 pM, and sequenced on the Illumina GAII. The Genome Analyzer II SR recipe was used. After the sequencing was complete, the data were processed by Illumina Pipeline software for quality analysis and read filtering.

For ES and iPS cells, we prepared samples for sequencing using the Illumina TruSeq RNA Sample Preparation Kit v2 (RS-122-2001). The samples were quantitated with Life Technologies Qubit fluorometer (Q32857). Samples were pooled six per lane and loaded on the Illumina cbot at a final concentration of 6 pM, and sequenced on the Illumina HiSeq. The HiSeq 2000 SR multiplex recipe was used. After the sequencing was complete, the data were processed by Illumina Pipeline software for quality analysis and read filtering.

### Illumina axolotl read mapping, transcript expression determination

For axolotl transcript quantification and differential analyses, we used an axolotl contig set assembled with MIRA [92] from a combination of Sanger and 454 EST sequences. Details of the assembly process are provided in Text S1. For improved read mapping, ambiguous characters in the contigs (e.g., “N”) were replaced with one of the standard bases uniformly at random. The Illumina GA (Genome Analyzer) Pipeline v.1.4 software system was used to produce the set of sequencing reads. RSEM v1.1.6 [19], an RNA-seq quantification tool that does not require a reference genome, was used to estimate the relative abundances and expected read counts for the contigs. The default options for RSEM were used except where we specified the –no-polyA option for rsem-prepare-reference (as is appropriate for *de novo* transcriptome assemblies) and the –phred64-quals option for rsem-calculate-expression (to indicate the correct quality score encoding of the read data). By default, RSEM uses the Bowtie aligner [93] to map the reads against the contigs and we had Bowtie v0.12.1 installed for this purpose. Contigs mapping to rRNA transcripts (as determined through BLAST analyses described below) were removed and abundances were renormalized.

Because the axolotl transcriptome is largely uncharacterized, we analyzed the dynamics and functions of transcripts in the regenerating limb with respect to the human gene set. To this end, we first used BLAST (NCBI BLAST v2.2.18) to align the contigs against human RefSeq (dated 12-07-2009) [94] RNA (via BLASTN) and protein sequences (via BLASTX), taking the best BLAST hit with e-value less than 10^−5^ as the most closely related human homolog for each contig. When there was a tie for the best BLAST hit, the hit listed first was used arbitrarily. The expected read counts for contigs mapping to the same homologous human transcript were summed to give abundances. Read counts for human transcripts belonging to the same gene were summed to give human gene-level abundances. Abundances in terms of TPM were calculated by normalizing the read counts by the sums of the effective lengths (contig length – read length) of the axolotl contigs mapping to each gene and subsequently normalizing these values so that they summed to one million.

Expected read counts were used as input to differential expression analysis by EdgeR (version 3.0.0, R version 2.1.5) [25]. Because we only had one biological replicate per time point, we compared pairs of samples from consecutive time points to obtain estimates of biological variation for DE analyses. EdgeR was used to estimate the common dispersion factor for each pair of samples from consecutive time points and the median of these values was used as the common dispersion factor for our DE analyses. For our comparative method, which uses counts at the human gene level, the common dispersion was 0.05, whereas for the contig-level approach, this value was 0.11. With the appropriate common dispersion factor, EdgeR was used to predict the set of DE genes or contigs at each time point with respect to the zero hour control sample. Unless otherwise specified, genes were determined to be DE by application of one criterion: a Benjamini-Hochberg [95] adjusted p-value of less than 0.05.

### Data analysis for ES, iPS and FS cell samples

For the FS samples, RNA-seq results were calculated using Illumina's Casava 1.7 pipeline and RSEM version 1.1.7, aligned to the hg18 genome build [19]. For the ES and iPS samples, Casava 1.8.2 and RSEM 1.1.21 were used, aligned to the hg19 genome build. By default, RSEM uses the bowtie short-read aligner. For FS, ES, and iPS cells, RSEM was run with Bowtie pass-through parameters m = 200, n = 2, and seed-length = 28, using Bowtie version 0.12.7 [93].

### Analysis of the completeness of the axolotl assembly

From each of the juvenile time course samples (average total number of reads ∼17.5 million), we extracted all very high quality reads (average phred score > = 38) and partitioned them into two sets: those that had an alignment against the axolotl assembly (AL = aligned) and those that did not (UN = unaligned). Only the highest quality reads were selected to reduce bias in later steps because lower quality reads are less likely to be alignable. This step resulted in ∼5 million reads per sample on average (∼2.8 million aligned and ∼2.2 million unaligned on average). We ran BLASTX with these reads against the human RefSeq protein set with an e-value cutoff of 1e-5 and a single top hit for each read was reported.

For each read, we consider the following possible events: it has an alignment to the axolotl assembly (AL); it does not have an alignment to the axolotl assembly (UN); it is truly derived from an axolotl transcript (A); it is not derived from an axolotl transcript (NA); it has a BLASTX hit (B); and it has average phred score > = 38 (HQ). For the BLASTX analysis of the UN reads, we have
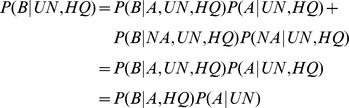
where in the second line we assume that NA reads will not have any BLASTX hits, as these are presumably RNA-seq protocol artifacts, and in the third line, we assume that the quality of a read is independent of whether it is derived from axolotl and that having a BLASTX hit is independent of whether the read is aligned (AL), given that it is truly from axolotl. Then, considering the BLASTX analysis of the AL reads, we have
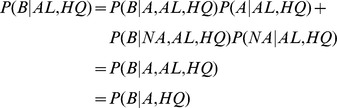
where in the second line we assume that all AL reads are from axolotl and in the third line we again assume that having a BLASTX hit is independent of whether the read as aligned (AL), given that it is truly from axolotl. Putting these two equations together, we have
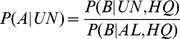
and thus we can estimate the fraction of UN reads that are truly from axolotl from the fractions of the UN HQ and AL HQ reads that have BLASTX hits. To estimate the fraction of reads that are from axolotl but were unalignable, we simply compute 
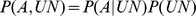
. In the case of false positive BLASTX hits from NA reads, we will overestimate 

 because such hits will cause our estimate of 

 to be higher. Therefore our estimates of the completeness of the assembly are conservative.

### GO analysis and clustering

We used DAVID (version 6.7) to perform Gene Ontology (GO) analysis [49]. The statistically significant (FDR<0.05) upregulated genes compared to the zero hour control were used as input to DAVID. Each time point's upregulated genes were submitted to DAVID functional analysis chart GO analysis, with the background set being the set of human genes to which axolotl contigs had significant (e-value<1e-5) best BLAST hits and had at least one matching read in our RNA-seq data. (The background set is available at axolomics.org, as are all of the DAVID result files.) For DAVID analysis, the following settings were used: categories selected are GOTERM_BP_5, GOTERM_MF_5; threshold options are Counts = 2, EASE = 0.1). The GO heat map (Figure 6) was constructed by creating a table of the DAVID FDR scores for each GO term with an FDR<0.01 at any time point. The negative log base 10 of these FDR values was used in the heat map, and these values are shown in Table S4. MeV 4.8.1 (http://www.tm4.org/mev/) was used to cluster the GO terms (hierarchical clustering with distance measure = Pearson Correlation, linkage = average).

We performed sample and gene clustering using MeV 4.8.1. Hierarchical cluster analyses were carried out with Pearson uncentered correlation (Figure 3, Figure 4) or Pearson correlation (Figure 6) as the distance measurement with average linkage. Pearson uncentered correlation was used for Figures 3 and 4 because log fold changes are expected to be centered around zero (no fold change), whereas Pearson correlation was used for Figure 6 because −log(FDR) values are all non-negative. Clusters and heat maps were visualized via MeV 4.8.1.

To assess the uncertainty in hierarchical cluster analysis over samples, we applied bootstrap resampling (10,000 iterations) via the R package Pvclust [26]. The uncentered Pearson correlation is used as the distance metric with average linkage. Pvclust provides the Bootstrap Probability (BP) value from the ordinary bootstrap resampling [96] and the Approximately Unbiased (AU) probability value from multiscale bootstrap resampling [26], [97]. The ordinary bootstrap resampling method has been shown to be biased especially when genes are correlated. The multiscale bootstrap resampling method was introduced to develop an approximately unbiased test, and therefore it provides better estimations of the probability values [26], [97]. Let N denote the original number of genes. In multiscale resampling, instead of resampling N genes in each of 10,000 bootstraps, we resampled the genes with 10 different data sizes (as is the default setting of the package). The resampled data sizes vary from 0.6*N to 1.4*N. The numbers above each edge show the probability of nodes below that edge occurring as a cluster in resampled trees, via ordinary bootstrap resampling (BP, green) or multiscale bootstrap resampling (AU, red).

### Transcription factor list

We generated a list of human TFs by querying genes for GO terms that match: “RNA polymerase I transcription factor activity”, “RNA polymerase II transcription factor activity”, “RNA polymerase II transcription factor activity, enhancer binding”, “RNA polymerase III transcription factor activity”, “transcription factor activity”, “transcription activator activity”. We also added genes with “transcription factor” in their refseq gene functional description, giving a total of 2260 TFs. The TF file, DE gene lists, and all the RNA-seq data are available at axolomics.org.

### RNA isolation for reverse transcription and real-time quantitative PCR (qPCR)

We isolated total RNA with the *mir*Vana miRNA isolation kit (Life Technologies) according to the manufacturer's protocol. Total RNA (an input range between 88 to 808 ng/µl) was treated with DNaseI (Life Technologies) for 10 min at 37°C followed by heat inactivation for 5 min at 65°C. DNaseI-treated total RNA was combined with (oligo-dT)_15_ primer and denatured by heating to 70°C for 5 min and chilling to −4°C for 5 minutes. The denatured (oligo-dT)_15_ primer and RNA was reverse transcribed by adding the ImPromII reverse transcription system (Promega) to generate cDNA using the following program: 5 min at 25°C, 60 min at 42°C, and 15 min at 70°C to inactivate the reverse transcriptase. Total cDNA was diluted five-fold and used at 1 µl per 10 µl of qPCR reaction with TaqMan Universal PCR Master Mix (Life Technologies). Axolotl gene specific qPCR assays were designed using PrimerQuest for PrimeTime qPCR assays (Integrative DNA Technologies). Sequences for gene specific oligos are listed below. The qPCR reactions were performed with ViiA 7 Real-Time PCR System (Life Technologies) under the following cycle conditions: 2 min at 50°C, 10 min at 95°C followed by 40 cycles of 15 sec at 95°C, 1 min at 60°C. To quantify the relative expression level of a particular gene, three independent qPCR reactions (technical replicates) were performed on biological triplicate samples for each time point analyzed, unless otherwise stated. All data points were normalized to GAPDH and relative to samples collected at the 0 hour time point using the comparative C_T_ (ΔΔCT) method. Primer sequences for qPCR are in Table S5.

### qPCR data analysis

For comparing RNA-seq data to qPCR data, the data were analyzed as follows: For RNA-seq data, the log_2_ ratio = log_2_ (TPM at time point x+1)/(TPM at time zero+1). One was added to TPMs to avoid divide by zero errors, log(0) errors, and to avoid obtaining a high ratio when both TPMs are low. For qPCR, ΔCT is defined as the difference in the cycle threshold (CT) between the gene of interest and the GAPDH control. For qPCR data, the log2 ratio = log_2_(ΔCT at time point x)/(ΔCT at time zero). Any ΔCT ratios of 0 were changed to 0.1 before log transformation to avoid error. For genes with undetectable levels from samples collected at 0 hour, CT values were assigned at 40 to avoid error.

Figure 2 contains plots of the log2 ratios of RNA-seq and qPCR for four genes. The plots for the additional 15 genes validated by qPCR are shown in Figure S2. Upon analysis of this data, we noticed that for genes with a late peak (limb genes such as HOXD10), the qPCR peak is often delayed compared to the RNA-seq peak. The animals used for the qPCR experiment were slightly larger than the animals used for the RNA-seq experiment (7–10 cm for qPCR, vs. 4.5–8 cm for RNA-seq). It is well known that larger animals regenerate more slowly. Because of this lag in the later qPCR time points, when we calculate the Pearson correlation, we remove the 3 d time point from the qPCR data and then “shift left” the remaining qPCR time points. Thus we compare the 3 hr–21 d RNA-seq samples to the 3 hr–1 d plus 5 d–28 d qPCR samples. This comparison was used for the Pearson correlation calculation.

## Supporting Information

Figure S1 **Number of genes with a Transcripts Per Million (TPM) measurement greater than one.**
(TIF) Click here for additional data file.

Figure S2 **Expression patterns of RNA-seq and qPCR along the time course.** Plots of the log_2_ ratios of each time point relative to the zero hour control for both the RNA-seq (blue) and the qPCR data (red) for 15 additional genes. The R^2^ Pearson correlation across the time course is also shown for each gene. The general trends between the two methods match well across the time course for the majority of genes (average Pearson correlation for all 19 genes = 0.741). See Materials and Methods for an explanation of determining the ratios and of the Pearson calculation. See also Figure 2 for four other RNA-seq vs qPCR plots.
(EPS) Click here for additional data file.

Figure S3 **Heat map of limb genes in juvenile blastemas ratioed to the zero hour juvenile blastema control.** The list of limb genes was gathered from the literature. Many limb genes peak at 10 to 14 days.
(TIF) Click here for additional data file.

Figure S4 **Distributions of the lengths of the longest ORF found within Differentially Expressed (DE) contigs.** The length is represented as a fraction of the contig length. Separate distributions are provided for DE contigs with and without a significant BLAST hit to a human gene. Also shown are the distributions for the DE contigs with randomly shuffled sequences, which lack any true coding potential.
(TIF) Click here for additional data file.

Figure S5 **The number of Differentially Expressed (DE) genes at each time point (FDR<0.05).**
(TIF) Click here for additional data file.

Figure S6 **Heat map of pairwise Pearson correlation coefficients (R^2^) between samples in the time course.** Note that the early (0 hr through 12 hr) pairwise comparisons have increased Pearson correlations, as do the 3 d through 21 d pairwise comparisons, and the 21 d and 28 d comparison.
(TIF) Click here for additional data file.

Table S1 **Number of reads and mapping rates to axolotl contigs and human genes for each time point sample.**
(XLSX) Click here for additional data file.

Table S2 **RNA-seq and qPCR log_2_ ratios relative to the time zero controls for all 19 genes.** See Materials and Methods for details.
(XLSX) Click here for additional data file.

Table S3 **Pairwise Pearson correlation coefficients from the heat map of Figure S6.**
(DOCX) Click here for additional data file.

Table S4 **The −log_10_(GO term FDR) numbers for the heat map of** **Figure 6** **.**
(XLSX) Click here for additional data file.

Table S5 **Primer sequences used in qPCR experiments.**
(XLSX) Click here for additional data file.

Text S1 **Supplemental experimental procedures.**
(DOCX) Click here for additional data file.

# Supplementary material for: Comparative RNA-seq Analysis in the Unsequenced Axolotl: The Oncogene Burst Highlights Early Gene Expression in the Blastema
**Source:** PLoS Comput Biol. 2013 Mar 7;9(3):e1002936. doi: 10.1371/journal.pcbi.1002936
**Supplement:** Table S3 — Pairwise Pearson correlation coefficients from the heat map of Figure S6.

**Table S3.**

|  | 0 hr | 3 hr | 6 hr | 12 hr | 1 d | 3 d | 5 d | 7 d | 10 d | 14 d | 21 d | 28 d |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 0 hr | 1 | 0.9679 | 0.954 | 0.9444 | 0.8684 | 0.8758 | 0.8427 | 0.8563 | 0.769 | 0.8648 | 0.8538 | 0.7763 |
| 3 hr | 0.9679 | 1 | 0.9664 | 0.9436 | 0.85 | 0.8548 | 0.8052 | 0.8103 | 0.7203 | 0.8093 | 0.7936 | 0.7182 |
| 6 hr | 0.954 | 0.9664 | 1 | 0.9618 | 0.9034 | 0.8899 | 0.8422 | 0.8403 | 0.7626 | 0.8361 | 0.8286 | 0.7688 |
| 12 hr | 0.9444 | 0.9436 | 0.9618 | 1 | 0.9165 | 0.8999 | 0.8518 | 0.8616 | 0.7654 | 0.8378 | 0.8136 | 0.7526 |
| 1 d | 0.8684 | 0.85 | 0.9034 | 0.9165 | 1 | 0.9548 | 0.9049 | 0.8869 | 0.8325 | 0.8521 | 0.8577 | 0.8209 |
| 3 d | 0.8758 | 0.8548 | 0.8899 | 0.8999 | 0.9548 | 1 | 0.9665 | 0.9554 | 0.9145 | 0.9181 | 0.8985 | 0.8567 |
| 5 d | 0.8427 | 0.8052 | 0.8422 | 0.8518 | 0.9049 | 0.9665 | 1 | 0.9674 | 0.9657 | 0.936 | 0.9156 | 0.8798 |
| 7 d | 0.8563 | 0.8103 | 0.8403 | 0.8616 | 0.8869 | 0.9554 | 0.9674 | 1 | 0.9539 | 0.9578 | 0.9028 | 0.8413 |
| 10 d | 0.769 | 0.7203 | 0.7626 | 0.7654 | 0.8325 | 0.9145 | 0.9657 | 0.9539 | 1 | 0.9265 | 0.9108 | 0.8773 |
| 14 d | 0.8648 | 0.8093 | 0.8361 | 0.8378 | 0.8521 | 0.9181 | 0.936 | 0.9578 | 0.9265 | 1 | 0.9502 | 0.8773 |
| 21 d | 0.8535 | 0.7936 | 0.8286 | 0.8136 | 0.8577 | 0.8985 | 0.9156 | 0.9028 | 0.9018 | 0.9502 | 1 | 0.9681 |
| 28 d | 0.7763 | 0.7182 | 0.7688 | 0.7256 | 0.8209 | 0.8567 | 0.8798 | 0.8413 | 0.8778 | 0.8773 | 0.9681 | 1 |

# Supplementary material for: Comparative RNA-seq Analysis in the Unsequenced Axolotl: The Oncogene Burst Highlights Early Gene Expression in the Blastema
**Source:** PLoS Comput Biol. 2013 Mar 7;9(3):e1002936. doi: 10.1371/journal.pcbi.1002936
**Supplement:** Text S1 — Supplemental experimental procedures.

**Comparative RNA-seq Analysis in the Unsequenced Axolotl: The Oncogene Burst Highlights Early Gene Expression in the Blastema**

Ron Stewart^1^, Cynthia Alexander Rascón^2^, Shulan Tian^1^, Jeff Nie^1^, Chris Barry^1^, Li-Fang Chu^1^, Hamisha Ardalani^8^, Ryan J. Wagner^1^, Mitchell D. Probasco^1^, Jennifer M. Bolin^1^, Ning Leng^7^, Srikumar Sengupta^1^, Michael Volkmer^3^, Bianca Habermann^3^, Elly M. Tanaka^2^, James A. Thomson^1,4,5^, Colin N. Dewey^6^

**Inventory of Supplementary Information:**

The supplementary information consists of 6 figures and 5 tables.

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Table S1

Table S2

Table S3

Table S4

Table S5

**TEXT S1**

**SUPPLEMENTAL EXPERIMENTAL PROCEDURES**

**Protocol for the Assembly of Axolotl EST Sequences**

The EST reads for the assembly come from:

1) 33,152 EST Sanger trace files obtained from Elly Tanaka lab’s sequencing (ET) of a mixture of axolotl cell types including embryos at stages 12, 14, 27 and 40; limb buds, limb blastemas at 15 h, 30 h, 44 h, 60 h, 4 d, 6 d, 8 d, and 13 d after amputation; and tail blastemas at 1 d and 7 d after amputation, mature spinal cord and spinal cord cell culture.

2) 22,237 EST Sanger trace files from Randal Voss's (RV) sequencing effort.

For Sanger sequences from the Voss and Tanaka labs, all *.scf, *.esd and *.ab1 traces files were used. Suffixes were added to Sanger sequences according to St. Louis convention to indicate sequencing direction.

3) 1,208,954 EST 454 sequencing reads, with the corresponding quality scores, from ET.

4) 391 Axolotl NCBI sequences (without sequencing quality and hence taken as the assembler's default values) present in a previous ET Sanger assembly (Habermann et al., 2004).

To retrieve base calls and quality values from the sequencer trace data

for each Sanger read, PHRED (Version: 0.020425.c, [www.phrap.org/)](http://www.phrap.org/)) was used. 454 base calls and quality files were given by the sequencing provider. NCBI fasta sequences were included as if they were Sanger reads with no quality score.

All reads were masked using CrossMatch version 1.090518 (<http://www.phrap.org/)> for vector sequences (revEXPRESS, pCMV-SporT 6, pCr2.1-Topo, pCR4-TOPO, pExpress-1.fasta and cloning vector pTriplEx) contained in the UniVec database from NCBI (<ftp://ftp.ncbi.nih.gov/pub/UniVec/> March 2010), and vector sequences used

in the ET and RV libraries.

MIRA 3.0.0 assembler (Bastien Chevreux,

<http://www.chevreux.org/projects_mira.html)> was used to perform the hybrid

de novo assembly of the masked Sanger (ET and RV) sequences, together with

the ET 454 sequences. (job=denovo,est,normal,sanger,454 -notraceinfo SANGER_SETTINGS-LR:rns=stlouis -OUT:sssip=1 454_SETTINGS -CL:cpat=on -OUT:sssip=1).

The resulting assembly consisted of 113,925 contigs with

an N50 contig size of 650 (median=500, mean=623, max=7943).

Num. reads assembled: 1,048,993

Num. singlets: 43,725

Number of contigs: 107,987 **(made up from >=2 reads)**

Max coverage=377, Average consensus quality=35 (note that default base quality of reads that have no quality read from file is 10).

*5,938 singlets at some point were part of a larger alignment in the first passes or part of potentially 'important' decisions within the assembly according to MIRA, and remained in the contigs output file.

**SUPPLEMENTAL REFERENCES**

Habermann B, Bebin A-G, Herklotz S, Volkmer M, Eckelt K, et al. (2004). An Ambystoma mexicanum EST sequencing project: analysis of 17,352 expressed sequence tags from embryonic and regenerating blastema cDNA libraries. Genome Biology. *5*, R67.

How the deposited data were processed for this re-analysis (not part of the article)

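The data are RNA-seq profiles of axolotl limb tissue at 0, 3, 6 and 12 h and 1, 3, 5, 7, 10, 14, 21 and 28 d after amputation, with 1 library per time point from 3 pooled animals. The same series holds mouse digit tissue at 0, 3, 6 and 12 h and 1, 5, 10 and 14 d, also with 1 library per time point, which the paper does not report and which is used in the closing section only. The deposited files give TPM values, and according to the submitters' notes with the files these were made with RSEM. For the axolotl the methods of the paper state RSEM 1.1.6 with Bowtie 0.12.1 on assembled contigs, which were assigned to human genes with BLAST 2.2.18, and contig values were summed per human gene. The aligner and build behind the mouse files are not given in the sources used here. No genome coordinates were used.

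Genes were joined by human symbol and Entrez number. In the axolotl files 17 gene symbols had been turned into dates and were restored from the descriptions beside them, and in the 0 h file of the mouse 25 names had been turned into dates, so that file was joined to the others by transcript accession. Of 11928 axolotl entries 4 name no gene and were left out. The mouse files list 20325 genes, of which 17107 had a TPM above 0 in some library.

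Values were analysed as log2(TPM + 1). Ratios to the 0 h library rest on 1 library on each side, so they were counted by a fold rule (a log2 ratio of at least 2 or at most -2) without a test. For tests the libraries of a phase were treated as replicates, with first day (3 h to 1 d), days 3 to 14 and days 21 to 28 for the axolotl, and first day and days 5 to 14 for the mouse. Linear models were fitted with limma 3.58.1 (with trend) in R 4.3.3 to genes with a mean TPM of at least 1, and p values were adjusted by the method of Benjamini and Hochberg, with 0.05 as the threshold. The difference between the species was tested as an interaction over 14 libraries, with days 5, 10 and 14 as the later group, in genes with the same symbol in both species. The groups, comparisons, lists and alternatives were fixed before the data were examined, while the recovery of reads, the exact test and the other added alternatives were chosen later.

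Reads were recovered from the steps between low TPM values, with totals from 2449180 (10 d) to 9188376 (1 d). A gene at 1 TPM in a library of median depth therefore stands for few reads, and low values carry large counting errors. On the recovered reads, an exact test of the negative binomial (dispersion 0.05, alternatives 0.11 and 0.025) compared each library with the 0 h library after scaling by TMM factors (alternative: library totals only), and it tells about those libraries, not about animals. TMM factors, computed from the TPM values, were an alternative scaling and ran from 0.661 (3 h) to 1.31 (10 d) in the axolotl. Relations with qPCR were tested with 100000 permutations per gene on the values printed in Table S2. Trees were made from 1000 resamplings of genes.

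In all, 38 gene lists were used, some copied from the paper and so not independent of these samples, the others written from general knowledge. A list was placed among 10000 random lists matched on expression in 20 bins. Genes are named if the paper names them as measured, if they are among the 8 largest rises or 8 largest falls of a comparison with a mean TPM of at least 5 and without overlap between the groups (within the axolotl libraries for the interaction), or if they are among the 3 members of a list with the largest change and a mean TPM of at least 5. Table S2 and the figures had been seen when this rule was written, and other genes are said to have been chosen after their values were seen where they appear.

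The steps were tested on simulated data. Of 50 genes given a log2 change of 2, limma recovered 45 between the first day and days 3 to 14, 46 between days 3 to 14 and days 21 to 28, 32 in the mouse and 30 in the interaction. The exact test recovered 34 of 50 genes at a log2 change of 2, with 6 false calls among 9529 genes. The rates of limma and of the exact test hold for the simulated noise only and were not broken down by expression level. They therefore do not give the power or the rate of false calls for genes with few reads, such as SHH, SALL3, SALL4, HOXD11, MSX2 and ZIC5. The recovery of reads gave a total of 5002500 reads for a simulated library of 5001674. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Contig values, embryonic and other cultured cells, the list of transcription factors, the oncogene list behind the enrichment tests of the paper and its functional annotation were not analysed here. Results for some single genes are not reported here.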

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

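The comparisons, their alternative fits and the test on the share of muscle were fixed before the data were examined. The other tests on these values were chosen after the values were seen. Within the phases, 124 groups of libraries were examined for a list median that lies apart from the others by Dixon's test, of which 8 were found where chance gives about 6.2, or 1 in 20. In the axolotl at 1 d, the genes that the paper relates to WNT signaling, WNT5A included, had a median log2 ratio of 1.17 and the 5' HOX genes 0.46, above the other first-day libraries. At 14 d the matrix metalloproteinases stood at 1.39, below the other libraries of days 3 to 14, and at 10 d, in the library with the fewest reads, the ribosomal genes stood at -0.51. In the mouse at 1 d, the genes the paper names for 3 d to 14 d stood at 0.52, its chromatin genes at 0.78 and skeletal muscle genes at 0.088, and at 3 h the pluripotency genes at 0.0083. No cause was found for these, and at this number chance is enough.

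The mouse digit libraries are not reported in the paper. Between the first day and days 5 to 14, 69 genes rose and 8 fell, 77 in all of 12462 tested, and 2690 had an unadjusted p below 0.05. Cthrc1, a secreted protein of wound fibroblasts, rose by 5.05 on the log2 scale (SE 0.74, adjusted p = 0.0201), from 7.15 ± 8.20 TPM (SD, n = 4 libraries) to 233 ± 148 TPM (SD, n = 3). The matrix glycoprotein Tnn rose by 4.95 and the collagen Col1a1 by 4.05, and S100a9 and S100a8, proteins of neutrophils, changed by -3.99 and -3.71. Of these, Tnn passed with TMM factors too, and Cthrc1, Col1a1, S100a8 and S100a9 did not. Of 7 fits that leave out a library each, Tnn was called in 6, Cthrc1 in 5, S100a8 in 4, and Col1a1 and S100a9 in 3. Of 32 tested collagens 8 rose, and 22 when adjusted over the list alone. With TMM factors 1 collagen rose, and 20 rose and 1 fell when adjusted over the list alone. The count of 77 genes was 62 without 12 h, but 460 without 1 d, 797 without 5 d, 36 without 3 h, 10 without 6 h, 5 without 10 d and 2 without 14 d.

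The change from the first day to the later group differed between the species in 394 of 7552 genes, 201 with a larger value in the axolotl and 193 with a larger value in the mouse, and 1652 had an unadjusted p below 0.05. Among the largest values on the axolotl side were RPS27 (6.78, where the axolotl changed by -0.54 and the mouse by -7.32, a gene with near-identical copies), KAZALD1 (4.09), PSAT1 (3.41), H2AFJ (3.24), CRABP2 (2.99), BCS1L (2.97) and PRRX1 (2.81). Those on the mouse side were TNNT3 (-5.92), COL1A1 (-5.89), CSRP2 (-5.40), AK1 (-5.30), MYL4 (-5.07), MBP (-5.02), ADSSL1 (-4.89) and TNNI2 (-4.84). PSAT1 was called in 2 of 14 fits that leave out a library each. Species, limb or digit, and handling of the samples go together here, so the difference cannot be assigned to any of them.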

How the results depend on the processing

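The exact tests on recovered reads, and TMM factors for the fold rule and the proto-oncogene list, were added after the files were seen, since the alternatives planned for counts could not be run on TPM. The axolotl count between the first day and days 3 to 14 (4530 genes, 3900 higher and 630 lower) was 2683 at an adjusted p under 0.01, and 3134 with TMM factors, of which 1584 were higher and 1550 lower and 2214 shared. The count between days 3 to 14 and days 21 to 28 (93) was 152 with TMM factors, 180 with a mean TPM of at least 5, 9 at an adjusted p under 0.01, 175 with a pseudocount of 5 and 28 without trend, and from 1 (without 28 d) to 189 (without 14 d) when a library was left out. The mouse count (77) was 12 with TMM factors, 4 without filter, 35 with a mean TPM of at least 5 and 2 at an adjusted p under 0.01, and from 2 (without 14 d) to 797 (without 5 d) when a library was left out. The difference between species (394) was 730 with TMM factors and 103 at an adjusted p under 0.01, and from 161 (without mouse 10 d) to 629 (without axolotl 1 d), with 183 without axolotl 10 d, 213 without axolotl 14 d, 244 without axolotl 6 h and 252 without mouse 6 h.

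Genes counted against 0 h at any time (2787) were 8591 at 2-fold, 694 at 8-fold, 5813 with a pseudocount of 0.1, 726 with a pseudocount of 5, 2056 with TMM factors (1315 higher and 764 lower, against 2399 and 413), and by the exact test 1743 at a dispersion of 0.05, 607 at 0.11 and 3654 with library totals. The first-day percentile of the proto-oncogene list (88.2) was 71.4 without the genes the paper names, 73.5 without immediate early genes, 99.6 with a pseudocount of 0.1, 85.9 with unmatched random lists, 97.2 with a mean TPM of at least 5 and 99.7 with TMM factors. Against the mean of the 21 d and 28 d libraries it was 96.6, while the median of the list turned from 0.28 to -0.18. The mean correlation with qPCR (0.741) was 0.631 without shift, 0.668 as rho and 0.598 as r squared. The share of trees that part the first day from the later libraries (22.4%) was 94.1% with centred correlation, 0% with all genes, 96.8% with genes centred and 91.7% with complete linkage. Limb genes with a peak at 10 d or 14 d were 13 of 22, 11 of 22 without the 10 d library, and 28 of 51 with the textbook list. Of the changes of single genes under the alternatives, 674 kept their direction and their side of an adjusted p of 0.05, 67 no longer passed it, 5 newly passed it, and 5 turned in sign without passing it in either analysis.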

Differences from the paper's values

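The paper gives 1,656 genes called against 0 h at any time, where the fold rule counted 2787. The alternatives fixed before the data were examined all differ from it too, with 8591 genes at 2-fold, 694 at 8-fold, 5813 with a pseudocount of 0.1, 726 with a pseudocount of 5 and 3036 with 3 h as the reference. The exact test on recovered reads at a dispersion of 0.05 called 1743 genes, which does not differ by the rule used, but it was chosen after both values had been seen, and it leaves out 2 of the 22 genes that the paper names for 3 d to 14 d. The same test differs at a dispersion of 0.11 (607) and of 0.025 (3393), and with library totals only in place of TMM factors (3654). The paper tested read counts with EdgeR, which were not used here.

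Figure 4 gives the first-day cluster a support of about 95, where 22.4% of the trees held it. The share was 94.1% with centred correlation, 96.8% with genes centred and 91.7% with complete linkage, which do not differ, and 0% with all genes, which does. The paper clustered transcription factors, and here all genes past the fold rule were used. The support of the later cluster, 98.8%, does not differ from the figure. The mean correlation with qPCR, 0.741, matches the paper, and the alternatives without shift (0.631), with rho (0.668) and with r squared (0.598) differ from it.

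Statements on single genes differ in part. The paper counts 24 genes for 3 d to 14 d, where its sentences hold 22 different symbols. The paper lists APC and EED among genes upregulated at 3 d to 14 d, where neither passed the fold rule or the exact test (dispersion 0.05, TMM factors) at any time, though both rose between the first day and days 3 to 14. SMAD4 passed the exact test at 10 d, 14 d and 28 d. At days 21 to 28 the paper names SALL1 as the gene of its list that stays upregulated, where the exact test called ZIC2 and SMAD4 too, and SALL1 alone at a dispersion of 0.11, which leaves out 10 of the 22 genes at 3 d to 14 d. For MYF5 the exact test called a lower level at 7 d and no higher level. For PAX7 it called a lower level at 1 d and no higher level. PAX7 did pass the fold rule at 14 d and rose between the first day and days 3 to 14. The paper calls PAX7 upregulated, and only HMGA2 significantly so. MSX2 and ZIC5 passed the fold rule but not the exact test. Of the keratins 5 were lower and none higher at 21 d by the exact test, and 4 higher and 1 lower at 28 d. These calls depend on the settings, all chosen after the values were seen. With library totals the exact test called 5 keratins higher and 1 lower at 21 d, and it called EED, MSX2, ZIC5 and PAX7 higher, leaving out APC of the 22 genes. At a dispersion of 0.025 it called EED, MSX2, PAX7 and MYF5 higher, again leaving out APC. In Table S3, 65 of 66 pairs lie within 0.001 of r squared between libraries, and for 4 pairs the 2 cells differ. In Table S2 SALL3 and TNN share 3 identical qPCR values.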

Other observations

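The comparisons between phases and the gene lists were fixed before the data were examined, as were the tests on depth and on the share of muscle, while the exact test and the tests on splits, abundant genes, proto-oncogenes as a class, myeloid cells and scaling were chosen only after the results were seen. Genes of glycolysis and the response to low oxygen fell from the first day to days 3 to 14 in 9 of 21 tested members and rose in 2 (9 and 2 when adjusted over the list alone), and with TMM factors 16 fell and 1 rose. The glucose transporter SLC2A1 fell by 2.55 on the log2 scale (SE 0.49, adjusted p = 0.00192), HIF3A fell by 2.34 and the muscle enzyme PFKM fell by 2.09. Genes of oxidative phosphorylation rose in 24 of 51 and fell in 1 (27 and 1 over the list alone), but with TMM factors 1 rose and 9 fell. Of 28 heat shock genes 8 rose and 3 fell, HSPD1 rising while HSPB1 fell by 3.36, and with TMM factors 3 rose and 7 fell. Of 81 ribosomal genes 31 fell and 1 rose, and with TMM factors 74 fell.

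Of 25 keratins, 6 were higher and 9 lower at days 3 to 14 than on the first day (7 and 9 over the list alone), and 3 and 10 with TMM factors. KRT10 rose by 3.22 (SE 0.76, adjusted p = 0.00514), while KRT13 fell by 3.71, KRT19 fell by 3.60 and KRT4 fell by 2.79. The tight junction gene CLDN1 of the epidermis fell by 2.43 (SE 0.23, adjusted p = 0.000108). Of 12 genes of erythrocytes 1 rose and 1 fell (none over the list alone), and with TMM factors 5 fell, and of 6 genes of lymphocytes none passed. At 21 d some genes of the first day stood above 0 h again, ATF3 with a log2 ratio of 2.60, FOS with 1.95 and KLF4 with 1.54, none of which passed the exact test between libraries.

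Most genes called between the first day and days 3 to 14 were higher at the later time. Of 100 splits of the same libraries, the real one included, 1 reached its 4530 genes, the highest other having 3498, so an arbitrary split of the libraries is excluded at that level. That other split, 5 d to 14 d against the earlier libraries, also follows time, and the next had 1519 genes. The test therefore shows a change along time, and cannot tell whether the boundary between 1 d and 3 d is special. Part of the surplus may come from abundant genes that take a smaller share later. The median change was 0.39 without the 100 most abundant genes and 0.52 with them. It was 0.29 without the 300 and 0.21 without the 1000 most abundant genes, and 0.06 with TMM factors. Thinning all libraries to the depth of the shallowest left a median of 0.54, so depth is excluded. Whether cells hold more of most transcripts at days 3 to 14 or fewer of some abundant ones stays open.

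The oncogenes that the paper names were higher on the first day than at 0 h. That proto-oncogenes rise as a class remains possible, as the median of the list without immediate early genes lay at percentile 73.5, and at 99.2 with TMM factors. For the number of its genes at least 4-fold higher, the percentile was 79.3, and 60.8 with TMM factors. Entry of myeloid cells is not excluded. The median of the myeloid markers was 0.41 (SE 0.16) at 3 h, when that of the oncogenes was 3.12, but several markers were abundant at 0 h already, such as LYZ with 246 TPM, which would hide the entry of few cells. At 1 d the myeloid median was 1.61 (SE 0.48), against 2.32 for the oncogenes, so myeloid cells may contribute then. Whether the same cells express the oncogenes cannot be told from pooled tissue.

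The change after amputation differed between the species in 394 genes, but 4 of 100 splits, the real one included, had at least as many and the highest other had 2264, so the libraries have a structure of their own that this comparison does not capture. Scaling is an unlikely explanation, since 92.4% of the genes were called in the same direction with TMM factors. A lower share of muscle in the later axolotl samples may account for the muscle genes, 16 of 19 of which had the larger value in the mouse, with a median of -4.18. Medians over markers of other cell types spanned 1.204 (SE 0.92), too uncertain to tell whether other tissues shifted too. In the mouse the real split had 77 genes, and none of the other splits, 35 with the real one, had as many, the highest having 33. That highest split, 1 d to 14 d against the earlier libraries, also follows time.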
